# Concurrent and long-term associations between the endometrial microbiota and endometrial transcriptome in postpartum dairy cows

**DOI:** 10.1186/s12864-019-5797-8

**Published:** 2019-05-22

**Authors:** Stephen G. Moore, Aaron C. Ericsson, Susanta K. Behura, William R. Lamberson, Timothy J. Evans, Matthew S. McCabe, Scott E. Poock, Matthew C. Lucy

**Keywords:** Uterus, Bacteria, Gene expression, Ovarian cyclicity, Progesterone, Microbiome, Principal component analysis, Limma, RNAseq, 16S rRNA

## Abstract

**Background:**

Fertility in dairy cows depends on ovarian cyclicity and on uterine involution. Ovarian cyclicity and uterine involution are delayed when there is uterine dysbiosis (overgrowth of pathogenic bacteria). Fertility in dairy cows may involve a mechanism through which the uterine microbiota affects ovarian cyclicity as well as the transcriptome of the endometrium within the involuting uterus. The hypothesis was that the transcriptome of the endometrium in postpartum cows would be associated with the cyclicity status of the cow as well as the microbiota during uterine involution. The endometrium of first lactation dairy cows was sampled at 1, 5, and 9 weeks postpartum. All cows were allowed to return to cyclicity without intervention until week 5 and treated with an ovulation synchronization protocol so that sampling at week 9 was on day 13 of the estrous cycle. The endometrial microbiota was measured by 16S rRNA gene sequencing and principal component analysis. The endometrial transcriptome was measured by mRNA sequencing, differential gene expression analysis, and Ingenuity Pathway Analysis.

**Results:**

The endometrial microbiota changed from week 1 to week 5 but the week 5 and week 9 microbiota were similar. The endometrial transcriptome differed for cows that were either cycling or not cycling at week 5 and cyclicity status depended in part on the endometrial microbiota. Compared with cows cycling at week 5, there were large changes in the transcriptome of cows that progressed from non-cycling at week 5 to cycling at week 9. There was evidence for concurrent and longer-term associations between the endometrial microbiota and transcriptome. The week 1 endometrial microbiota had the greatest effect on the subsequent endometrial transcriptome and this effect was greatest at week 5 and diminished by week 9.

**Conclusions:**

The cumulative response of the endometrial transcriptome to the microbiota represented the combination of past microbial exposure and current microbial exposure. The endometrial transcriptome in postpartum cows, therefore, depended on the immediate and longer-term effects of the uterine microbiota that acted directly on the uterus. There may also be an indirect mechanism through which the microbiome affects the transcriptome through the restoration of ovarian cyclicity postpartum.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5797-8) contains supplementary material, which is available to authorized users.

## Background

Female fertility in dairy and beef cattle is an important component of agricultural productivity and farm profitability worldwide [1]. For cows after calving, conception rate after insemination progressively improves for the first 60 days postpartum. The improvement in conception rate over time depends on the resumption of ovarian cyclicity and the involution of the uterus. Uterine involution occurs coincident with the proliferation of bacteria in the uterus during the first week after calving. The presence of bacteria in the uterus is normal in postpartum cows [2–4] and there are bacteria from the external environment and also bacteria remnant from the previous pregnancy that contribute to the microbiota postpartum [5, 6]. Overgrowth of pathogenic bacteria (dysbiosis) may occur leading to metritis; a disease defined by a foul smelling uterine discharge, fever, and loss of appetite within the first week postpartum.

Ten to 20% of dairy cows fail to begin cycling by the start of the breeding period [7, 8]. Once they begin cycling and are inseminated, these late-cycling cows will have decreased conception rates and increased pregnancy loss [7–9]. Cycles before breeding, therefore, may condition the uterus and conceptus through a mechanism involving estradiol and progesterone (P4) from the cyclic ovary [10].

The objective of this study was to explore the relationships between the endometrial microbiota and the endometrial transcriptome in cows that were or were not cycling by 5 weeks postpartum. We performed 16S rRNA gene sequencing of endometrial bacteria at 1, 5 and 9 weeks postpartum and tested for both concurrent and long-term associations of the microbiota with the endometrial transcriptome. The hypothesis was that the endometrial microbiota would be associated with the differential gene expression within the transcriptome of the postpartum endometrium and that effects of cyclicity on the endometrium would also be identified. There was a major effect of cyclicity status on the endometrial transcriptome. We also found evidence for both a concurrent and long-term association of the endometrial microbiota with the endometrial transcriptome and also associations of the microbiome with the resumption of ovarian cyclicity. This later observation may implicate an indirect mechanism through which the endometrial microbiota can mediate endometrial function through a pathway that involves restoration of ovarian cyclicity postpartum. The endometrial transcriptome in postpartum cows, therefore, depends on the immediate and longer-term effects of the uterine microbiota that act either directly or through an indirect mechanism that involves the restoration of ovarian cyclicity postpartum.

## Results

### Composition of the endometrial microbiota

*Average number of 16S rRNA sequence reads.* The average number of 16S rRNA sequence reads generated from the endometrial microbiota of the postpartum cows was greater for week 1 compared with either week 5 (*P =* 0.01) or week 9 (*P =* 0.03) and was similar for week 5 and week 9 (*P =* 0.25). There was a week 5 ovarian cyclicity status x week postpartum interaction (*P =* 0.01) for the average number of 16S rRNA sequence reads. Compared with the week 5 cycling (CycW5) cows, the week 5 non-cycling (NoCycW5) cows had a greater number of 16S rRNA sequence reads on week 1 [5302 (1926–14,598) vs. 1134 (384–3351) reads; LSM with 95% CI; *P =* 0.04]. The CycW5 and NoCycW5 cows had a similar number of reads on week 5 [211 (77–582) vs. 848 (287–2509) reads; *P =* 0.07] and week 9 [496 (180–1366) vs. 1449 (490–4283) reads; *P =* 0.15].

### Relative abundance of operational taxonomic units (OTU)

The relative abundance of each OTU is provided in Additional file 1 Table S1. Only OTU with an average relative abundance of at least 1% were retained for analysis. Eleven, 5, and 3 OTU with a mean relative abundance of 56, 7, and 5% were unique to week 1, 5, and 9, respectively (Fig. 1). Seventeen OTU were unique to week 5 and 9, and their combined relative abundance increased from 10.9% on week 5 to 20.0% on week 9 (*P =* 0.004). Four OTU (*Bacteroidales S24–7*, *Lachnospiraceae NK4A136*, *Clostridium* sensu stricto *1*, and *Ruminococcaceae UCG-005*) were present on each week and their combined relative abundance was greater on week 5 (19.8%) and 9 (20.3%) compared with week 1 (8.8%; *P =* 0.004).

**Fig. 1:**
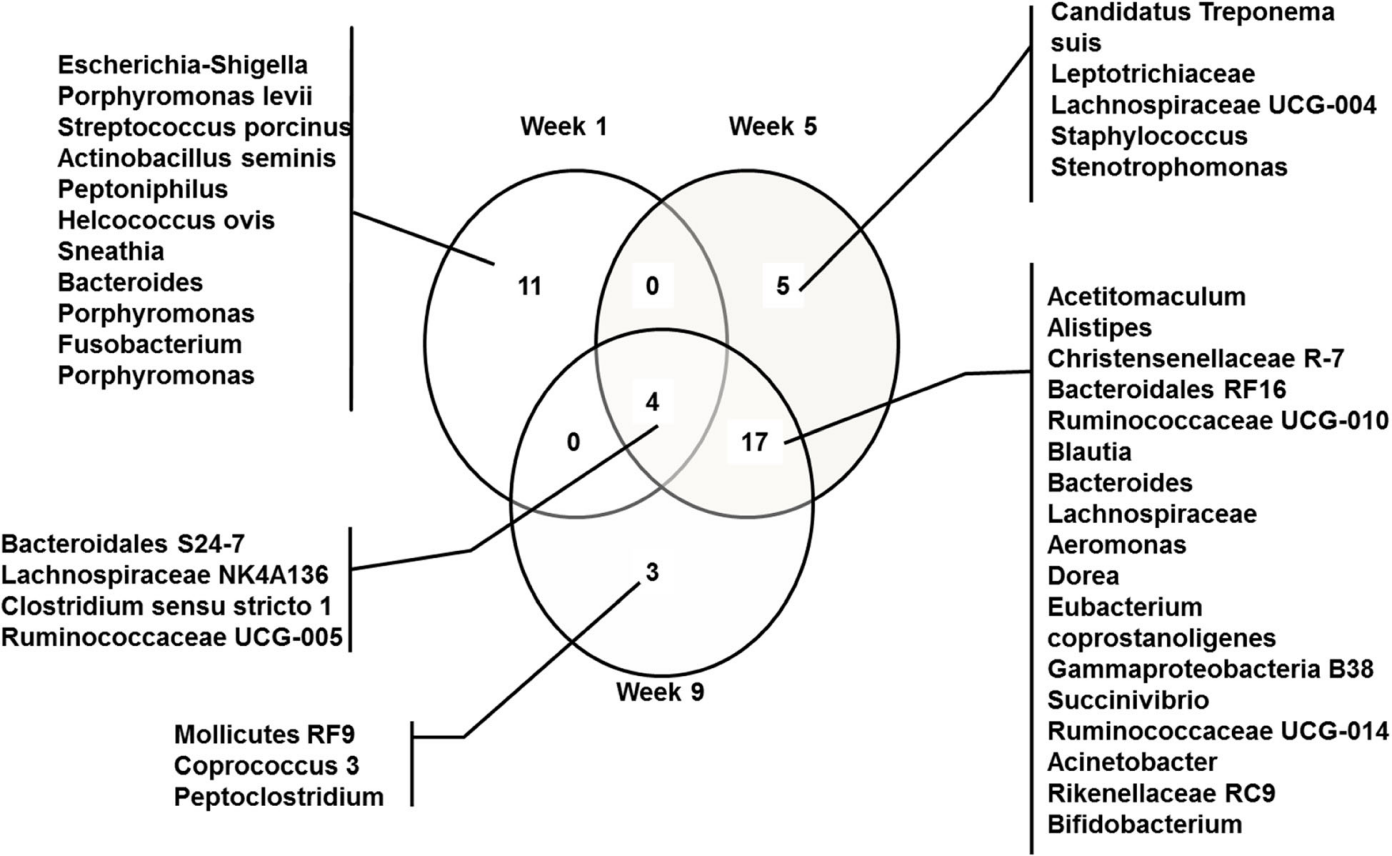
Venn diagram of the endometrial microbiota with a relative abundance greater than 1% at week 1, 5, and 9 postpartum in lactating dairy cows. Eleven, 5, and 3 operational taxonomic units (OTU) with a mean relative abundance of 56, 7, and 5% were unique at week 1, 5, and 9, respectively. Seventeen OTU were unique at week 5 and 9, and their combined relative abundance increased from 10.9% on week 5 to 20.0% on week 9 (*P =* 0.004). Four OTU were present on each week and their combined relative abundance was greater on week 5 (19.8%) and 9 (20.3%) compared with week 1 (8.8%; *P =* 0.004)

When principal components (PC) were generated for the postpartum microbiota on week 1, 5, and 9, a plot of PC1 vs. PC2 illustrated the separation of the week 1 endometrial microbiota from both week 5 and 9 (Fig. 2). Permanova analysis indicated that the Bray-Curtis similarity index (a measure of microbial similarity) was significantly different between week 1 and week 5 (*P =* 0.0001) and week 1 and 9 (*P =* 0.0001). The Permanova analysis did not detect a difference between week 5 and 9 microbiota (*P =* 0.45).

**Fig. 2:**
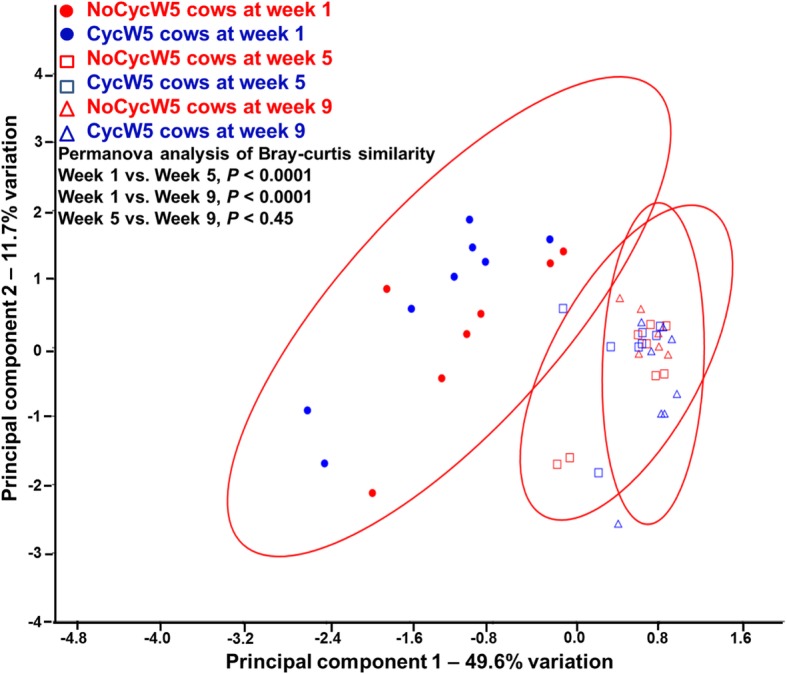
Plot of principal components PC1 vs. PC2 generated from the endometrial microbiota at week 1, 5, and 9 postpartum. Separation of the week 1 endometrial microbiota from both week 5 and 9 is evident. Permanova analysis indicated that the Bray-Curtis similarity index (a measure of microbial similarity) was significantly different between week 1 and 5 (*P =* 0.0001) and between week 1 and 9 (*P* = 0.0001) and similar between week 5 and 9 (*P* = 0.45). Each 95% concentration ellipse estimates a region where 95% of population points are expected to fall

The CycW5 and NoCycW5 cows differed with respect to the relative abundance of OTU at certain sampling times. The relative abundance of *Actinobacillus seminis* on week 1 was greater in the NoCycW5 cows compared with the CycW5 cows (29.9% vs. 13.6%, Wilcoxon *P =* 0.049). The relative abundance of *Gammaproteobacteria_B38* on week 5 (0.2% vs. 1.9%, Wilcoxon *P =* 0.004) and 9 (0.7% vs. 2.6%, Wilcoxon *P =* 0.005) was greater in NoCycW5 cows compared with the CycW5 cows. The relative abundance of *Aeromonas* on week 9 was greater in the NoCycW5 cows compared with the CycW5 cows (8.6% vs. 0.6%, Wilcoxon *P =* 0.003).

Subsequent analyses were performed on the microbiota for each individual week. The PC1 and PC2 on each week were the focus of the current study because they explained most of the variation in the microbiota. The PC1 and PC2 for week 1 (WK1_PC1 microbiota, WK1_PC2 microbiota), week 5 (WK5_PC1 microbiota, W5_PC2 microbiota), and week 9 (WK9_PC1 microbiota, and WK9_PC2 microbiota) accounted for 27.5, 16.9, 26.0, 11.4, 38.4, and 13.9% of the variation within each week, respectively. The loading plot for each PC was examined to identify the most influential OTU (Figs. 3, 4, 5). The top loadings for WK1_PC1 microbiota were *Fusobacteriales bone C3G7* and *Porphyromonas* (Fig. 3), and for WK1_PC2 microbiota were *Actinobacillus seminis*, *Bacteroides*, *Fusobacteriales bone C3G7*, and *Helcococcus ovis* (Fig. 3). No predominant loadings were identified for the WK5_PC1 microbiota, WK5_PC2 microbiota (Fig. 4), and WK9_PC1 microbiota (Fig. 5). The top loadings for WK9_PC2 microbiota were *Aeromonas* and *Acinetobacter Ziziphus jujuba* (Fig. 5).

**Fig. 3:**
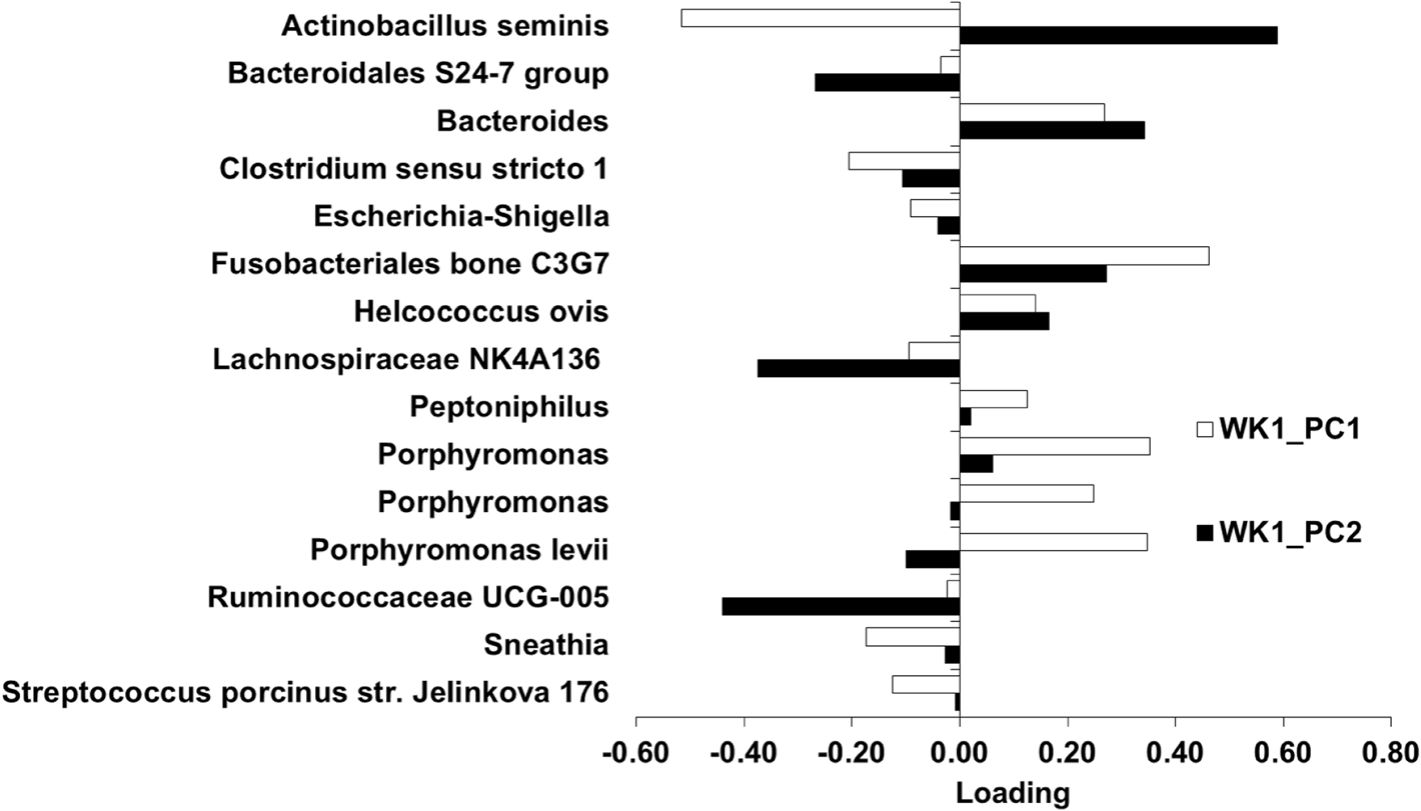
Plot of loadings from the endometrial microbiota principal components WK1_PC1 and WK1_PC2

**Fig. 4:**
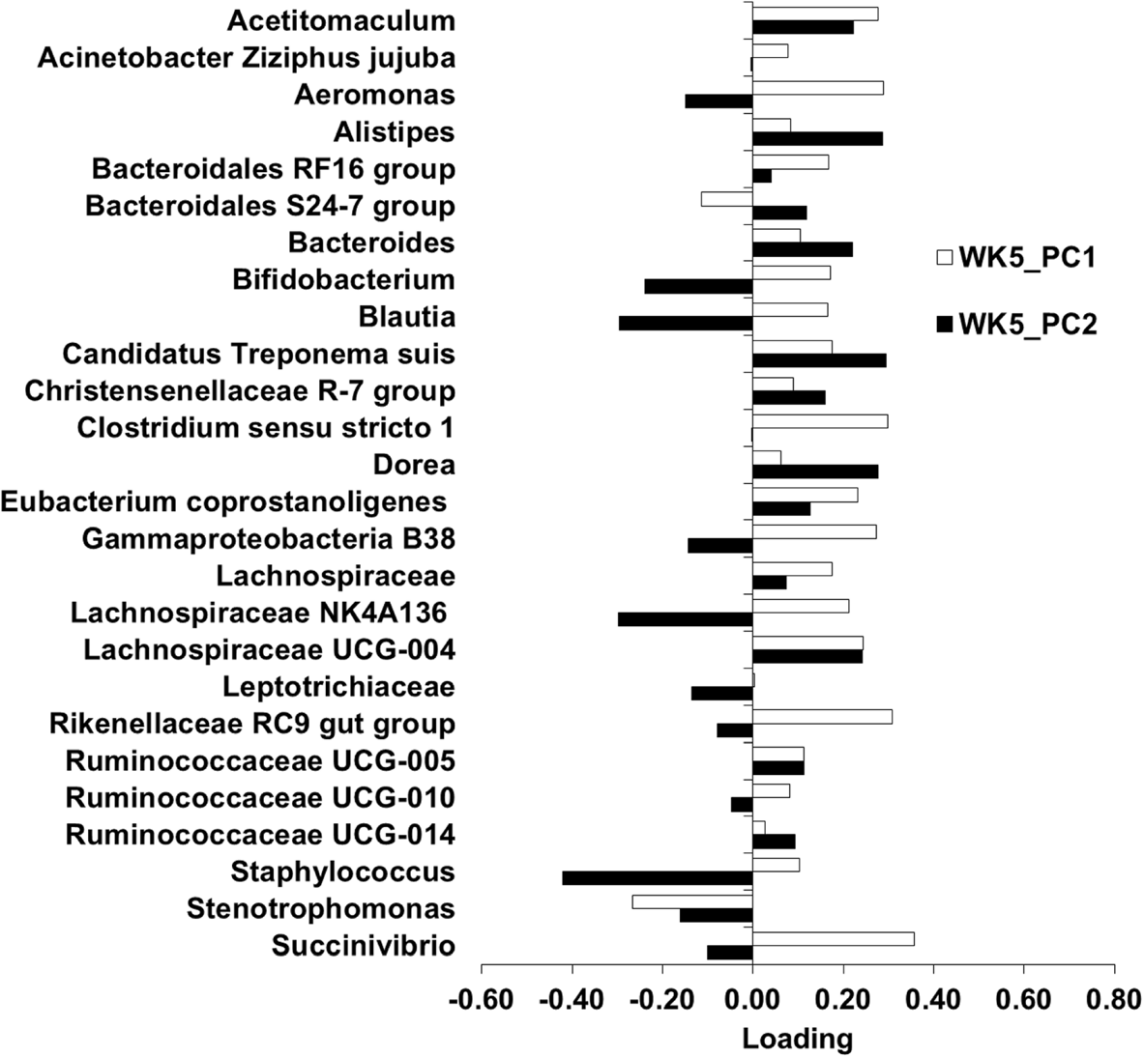
Plot of loadings from the endometrial microbiota principal components WK5_PC1 and WK5_PC2

**Fig. 5:**
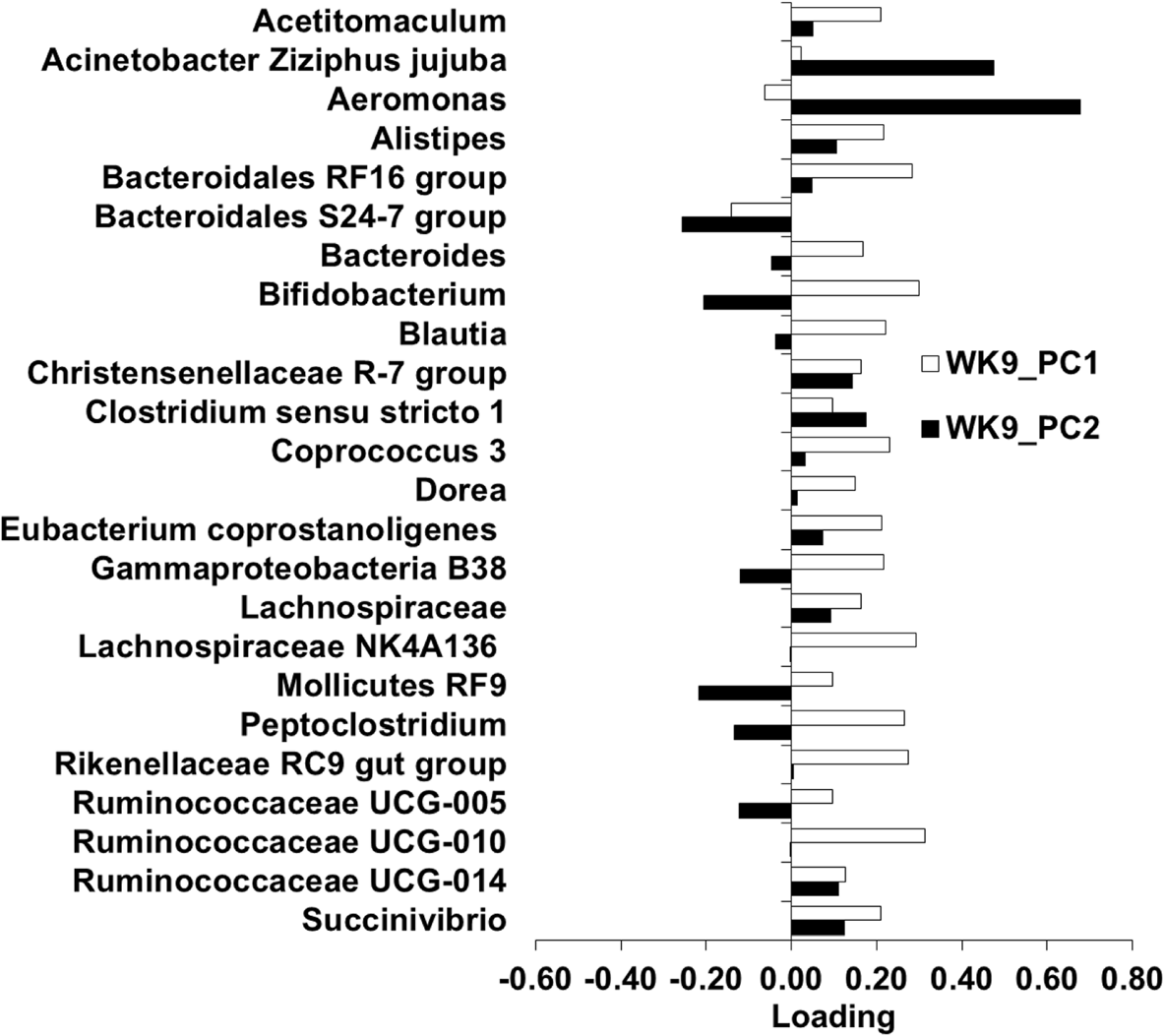
Plot of loadings from the endometrial microbiota principal components WK9_PC1 and WK9_PC2

### Effect of ovarian cyclicity and the week 1 and week 5 microbiota on the endometrial transcriptome at 5 weeks postpartum

There were 809 genes differentially expressed between the CycW5 cows and the NoCycW5 cows on week 5 (BH *P* ≤ 0.05; Fig. 6; Additional file 1: Table S2). 

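Endometrium was biopsied at week 5 and week 9, and stranded mRNA libraries were sequenced as single-end reads. The authors trimmed the reads, aligned them to the UMD3.1 assembly of the cattle genome with Hisat2, counted them on Ensembl genes with FeatureCounts, and deposited the counts without normalization for 18830 genes in 50 libraries. By the sample labels, 10 libraries came from CycW5 cows at week 5 and 10 at week 9, and 12 came from NoCycW5 cows at week 5 and 11 at week 9. The remaining libraries, 4 at week 5 and 3 at week 9, came from cows that were cycling but were no longer under the influence of P4 at the week 5 biopsy, a group that the paper left out of its analysis and that is called CycNoP4 here. The paper analysed 7 CycW5 and 8 NoCycW5 cows. Neither its text nor the labels say which libraries belong to these cows or which libraries come from the same cow, so all labelled libraries were used, the weeks were compared as unpaired groups, and the cow and the microbiota PC of the paper's model were not fitted. Libraries are named by the number in their label. The total number of reads counted on genes per library at week 5 was 25131393 to 32813237 (median 27845574.5) in the CycW5 cows, 24235270 to 32446681 (median 29016962.5) in the NoCycW5 cows and 28307781 to 32715330 (median 29638073) in the CycNoP4 cows. At week 9, the corresponding totals were 21592867 to 32453713 (median 28476572.5), 22707284 to 28694045 (median 26707392) and 23545412 to 32264351 (median 28786124). The paper states more than 45 M reads per sample; that number refers to reads sequenced, and the values reported here use the reads counted on genes. No library was a repeat of another, because the mean chi-square per gene between any pair of the 50 libraries was at least 28.99 over 14597 genes, where sampling noise alone gives 1. Differences were tested with edgeR (TMM normalization, a filter on genes with low counts, quasi-likelihood test) in one fit over the CycW5 and NoCycW5 groups of both weeks, and genes with a Benjamini-Hochberg (BH) adjusted P of 0.05 or less were taken as DEG. The filter left 15483 genes. In simulated counts with the means and library sizes of these libraries, 200 genes were changed at least 2-fold. Of these, 83% were recovered for the comparison of CycW5 with NoCycW5 cows at week 5, with 12 false calls among 15448 genes. Smaller changes were not simulated. Gene symbols were taken from the paper's supplementary tables, which pair 2321 of the Ensembl identifiers with a symbol, and no genome coordinates were used. Abundance is given in TMM-normalized CPM, as the mean ± SD over libraries.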

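Between the CycW5 and the NoCycW5 cows at week 5, 4119 of the 15483 genes tested were DEG, of which 2359 were higher and 1760 lower in the CycW5 cows, and 1132 differed at least 2-fold. The balance of directions depended on the test, as limma-voom with library quality weights gave 2886 higher and 3158 lower. When 7 CycW5 and 8 NoCycW5 libraries per week were drawn at random, which is the number of cows in the paper, the median number of DEG over 20 draws was 2214 and the range was 1052 to 3891. Of the 809 genes in Table S2, 777 were tested, 771 of them changed in the same direction as in the table, and 673 were DEG over all genes tested and 706 when adjusted over the list alone. The list was chosen on part of these libraries, so the latter number is not independent evidence. The genes with the smallest BH P among those higher in the CycW5 cows and having a symbol were PLLP (ENSBTAG00000011700), ENPP4 (ENSBTAG00000003499) and ITGB4 (ENSBTAG00000018169). PLLP had 35.3 ± 29 CPM (SD, n = 10) in the CycW5 cows and 1.22 ± 0.588 CPM (SD, n = 12) in the NoCycW5 cows (log2 fold change 4.84, standard error 0.48, BH P = 1.21e-08, edgeR quasi-likelihood test). ENPP4 had 327 ± 162 CPM in the CycW5 cows and 43.3 ± 10.7 CPM in the NoCycW5 cows (log2 fold change 2.92, standard error 0.30, BH P = 2.10e-08), and CycW5 library 57 lay far below the other CycW5 libraries. For ITGB4, the mean was 406 ± 152 CPM in the CycW5 cows and 86.3 ± 21.4 CPM in the NoCycW5 cows (log2 fold change 2.24, standard error 0.25, BH P = 7.08e-08). The corresponding genes lower in the CycW5 cows were SFRP2 (ENSBTAG00000018563), FXYD6 (ENSBTAG00000014354) and RPL14 (ENSBTAG00000002038), with log2 fold changes of -2.10, -0.99 and -0.46. FXYD6 was the only one of these 6 genes in which the libraries of the 2 groups did not overlap: 32.3 to 62.8 CPM in the CycW5 cows and 66.9 to 131 CPM in the NoCycW5 cows. Leaving out each of the 22 week 5 libraries in turn gave 3344 to 4959 DEG and kept these 6 genes as DEG. From the DEG at week 5, the paper states in its discussion that ovarian cyclicity status had a large effect on endometrial gene expression.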

Based on the Ingenuity Pathway Analysis (IPA) of the differentially expressed genes (DEG), the CycW5 cows had a down-regulation of the canonical pathway EIF2 signaling (i.e., protein synthesis) and a down-regulation of the biological functions cell death, necrosis, astrocytosis, and liver lesion compared with the NoCycW5 cows (Table 1). 

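The gene lists of the pathway analysis were not used here. Ribosomal protein genes, which belong to EIF2 signaling, were followed instead: 46 ribosomal protein genes are named in Table S2 or Table S7, 18 of them in Table S2. They were picked by the study on part of these libraries, so they describe these libraries and are not a test of all ribosomal protein genes. Ribosomal protein genes have near-identical copies elsewhere in the genome, among which the counting could have split reads, so values of single genes are uncertain. At week 5, all 46 were lower in the CycW5 cows than in the NoCycW5 cows and all 46 were DEG, with a median log2 fold change of -0.39 (range -0.63 to -0.29). All 46 were also lower with DESeq2's size factors, with each of the other tests and with each filter tried. Their summed abundance was 28662 ± 3401 CPM (SD, n = 10) in the CycW5 cows and 37495 ± 5690 CPM (SD, n = 12) in the NoCycW5 cows, and the groups overlapped. The single CycW5 libraries had 27384, 28870.0, 26617, 32742, 27908, 32837, 34175, 25401, 25886 and 24803 CPM, and the single NoCycW5 libraries had 38876, 32817, 41211, 35581, 37225, 34420.0, 51019, 30836, 38662, 39779, 40070.0 and 29443 CPM. From the pathway analysis of the DEG, the paper reports lower EIF2 signaling in the CycW5 cows and proposes that the higher protein synthesis in the NoCycW5 cows at week 5 may also reflect ongoing tissue repair and regeneration.

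**Figure D1:**
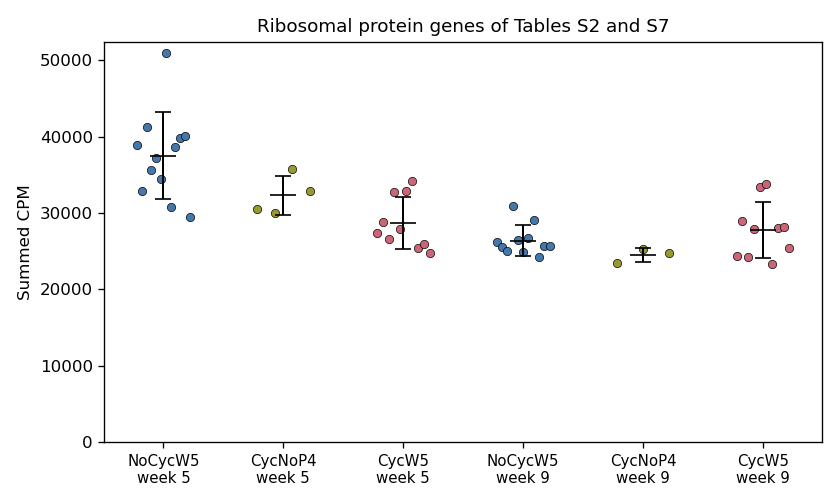
Summed CPM (vertical axis) of 46 ribosomal protein genes named in Tables S2 and S7, by group and week (horizontal axis). Each point is a library, and the horizontal mark and bar show the mean and SD of the group. The NoCycW5 libraries of week 5 have the highest mean, 37495 CPM, and overlap with the CycW5 libraries of week 5, whose mean is 28662 CPM.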

There was an up-regulation in the CycW5 cows of the biological functions transport of molecule, transport of lipid, oxidation of lipid, quantity of carbohydrate, cell-to-cell contact, fusion of cells, formation of muscle, and head and neck cancer (Table 1). Target molecules of differentially expressed genes in the CycW5 cows were involved in increased molecule transport of glutamine (*SLC38A1*, BH *P =* 0.007), arginine, lysine, ornithine (*SLC7A4*, BH *P =* 0.009 and *SLC25A9*, BH *P =* 0.02), zinc (*SLC30A5*, BH *P =* 0.04 and *SLC30A6*, BH *P =* 0.04), copper (*SLC31A2* BH *P =* 0.02), thiamine (*SLC19A2*, BH *P =* 0.005), and sialic acid (*SLC17A5*, BH *P =* 0.04).

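All 8 transporter genes were higher in the CycW5 cows and were DEG at week 5 (edgeR quasi-likelihood test with BH adjustment). SLC25A9 of the text stands as SLC25A29 in Table S2, and the latter was used. The largest difference was that of SLC31A2 (ENSBTAG00000005115), with 122 ± 82.4 CPM (SD, n = 10) in the CycW5 cows and 18.6 ± 5.32 CPM (SD, n = 12) in the NoCycW5 cows (log2 fold change 2.71, standard error 0.34, BH P = 2.49e-07). SLC7A4 (ENSBTAG00000009145) had 33.1 ± 15.8 CPM and 6.77 ± 2.15 CPM, respectively (log2 fold change 2.29, standard error 0.30, BH P = 4.44e-07). SLC38A1 (ENSBTAG00000000859) varied widely within each group, with 15.9 ± 10.4 CPM in the CycW5 cows and 4.61 ± 3.49 CPM in the NoCycW5 cows (log2 fold change 1.78, standard error 0.44, BH P = 0.00253). Its single libraries had 17.8, 11.2, 39.1, 13.6, 13.7, 4.14, 6.47, 7.4, 24.5 and 21.6 CPM in the CycW5 cows and 5.17, 6.85, 11.2, 3.74, 1.04, 6.59, 9.83, 1.54, 0.894, 0.887, 5.06 and 2.59 CPM in the NoCycW5 cows. The log2 fold changes of SLC19A2, SLC30A5, SLC25A29 and SLC17A5 were 1.70, 1.32, 1.10 and 0.70, with BH P of 4.94e-06, 4.56e-06, 6.08e-06 and 1.64e-05. For SLC19A2 and SLC30A5, CycW5 library 57 was far below the other CycW5 libraries. SLC30A6 (ENSBTAG00000010898) differed least, with 20.9 ± 3.21 CPM in the CycW5 cows and 16.5 ± 2.57 CPM in the NoCycW5 cows (log2 fold change 0.34, standard error 0.09, BH P = 0.00567), and its median BH P was 0.0526 over 20 random draws of 7 CycW5 and 8 NoCycW5 libraries. In 5 of the 8 genes, SLC7A4, SLC25A29, SLC30A5, SLC31A2 and SLC17A5, every CycW5 library lay above the median of the NoCycW5 libraries, and in the other 3 genes 9 of 10 did. All 8 kept their call with each library left out in turn.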

**Fig. 6:**
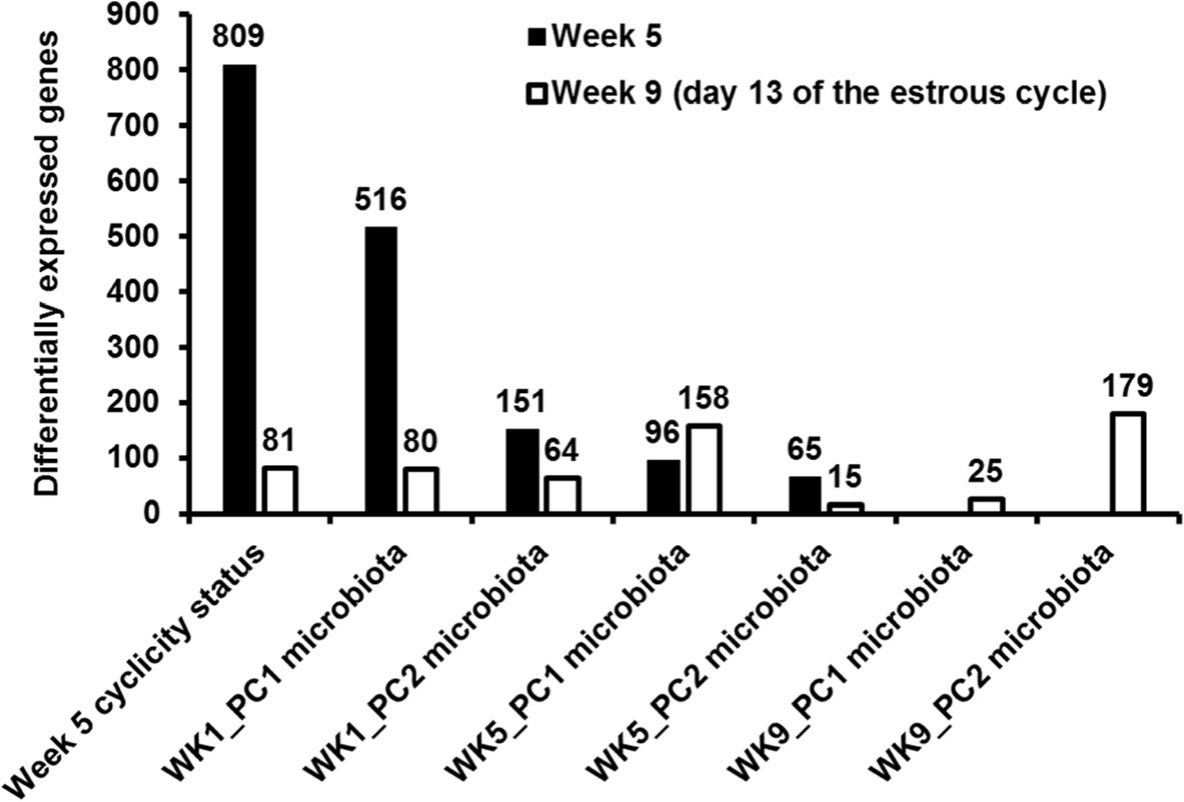
Numbers of differentially expressed genes in endometrium of lactating dairy cows at weeks 5 and 9 postpartum associated with ovarian cyclicity status (cycling at week 5, non-cycling at week 5), and the endometrial microbiota present at week 1 (WK1_PC1, WK1_PC2), week 5 (WK5_PC1, WK5_PC2), and week 9 (WK9_PC1, WK9_PC2)

**Table 1:** Ingenuity Pathway Analysis of endometrial genes differentially expressed at week 5

Pathway or Biological Function	Z-score	*P*-value
Cyclic vs non-cyclic (*n* = 809 DEG)		
Canonical Pathway - Decreased		
EIF2 signaling (i.e., protein synthesis)		6.16E-10
Biological Functions - Increased		
Transport of molecule	2.809	5.01E-05
Transport of lipid	2.753	7.24E-03
Oxidation of lipid	2.325	5.03E-03
Quantity of carbohydrate	2.057	1.72E-04
Cell-cell contact	2.295	5.25E-03
Fusion of cells	2.266	2.02E-03
Formation of muscle	2.209	3.63E-03
Head and neck cancer	2.4	6.69E-03
Biological Functions - Decreased		
Cell death	−2.193	2.11E-03
Necrosis	− 2.493	2.45E-03
Astrocytosis	−2.353	3.53E-03
Liver lesion	−2.452	1.71E-04
Week 1 microbiota (WK1_PC1; n = 516 DEG)		
Biological functions - Increased		
Thoracic hypoplasia	2.44	1.73E-05
Cardiac lesion	2.423	8.65E-03
Fibrosis of heart	2.241	6.66E-03
Biological functions - Decreased		
Organization of cytoplasm	−2.383	1.32E-03
Organization of cytoskeleton	−2.383	1.41E-03
Proliferation of neuroblastoma cell lines	−2.412	6.95E-03
Formation of muscle cells	−2.607	4.07E-04
Formation of muscle	−2.902	2.44E-04
Week 5 microbiota (WK5_PC1; *n* = 96 DEG)		
Biological functions - Decreased		
Organismal death	−2.35	3.58E-03
Thoracic hypoplasia	−2	7.07E-03

There were 516 genes differentially expressed (BH *P ≤* 0.05; Fig. 6; Additional file 1: Table S3) on week 5 in response to the first PC derived from the microbiota present at week 1 (WK1_PC1 microbiota; Fig. 3). These DEG represent the association between the microbiota present on week 1 and the endometrial transcriptome present 4 weeks later (week 5). Based on the IPA, the WK1_PC1 microbiota was associated with a down-regulation of the biological functions organization of cytoplasm, organization of cytoskeleton, proliferation of neuroblastoma cell lines, formation of muscle cells, and formation of muscle, and an up-regulation of the biological functions thoracic hypoplasia, cardiac lesion, and fibrosis of heart (Table 1). There were 151 genes differentially expressed on week 5 in response to the second PC derived from the microbiota present at week 1 [WK1_PC2 microbiota (Fig. 3); BH *P ≤* 0.05; Additional file 1: Table S4]. The IPA did not predict significant activation of any pathways or biological processes.

There were 96 genes differentially expressed (BH *P ≤* 0.05; Fig. 6; Additional file 1: Table S5) in response to the first PC derived from the microbiota present at week 5 (WK5_PC1 microbiota; Fig. 6). These DEG represent the association between the microbiota present on week 5 and endometrial transcriptome at the same time. Based on the IPA, the WK5_PC1 microbiota was associated with down-regulation of the biological functions organismal death and thoracic hypoplasia on week 5. There were 65 genes differentially expressed (BH *P ≤* 0.05; Fig. 6; Additional file 1: Table S6) in the week 5 transcriptome in response to the second PC derived from the microbiota present at week 5 (WK5_PC2 microbiota; Fig. 4) but the IPA did not predict significant activation of any pathways or biological processes.

### Changes in the endometrial transcriptome from week 5 to week 9 (day 13 of the estrous cycle) for cows that were either cycling or non-cycling at week 5

Temporal changes in the endometrial transcriptome between week 5 and week 9 were dependent on the ovarian cyclicity status at week 5 (Fig. 7). 

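Whether the change from week 5 to week 9 differed between NoCycW5 and CycW5 cows was tested directly, as the change in the NoCycW5 cows minus the change in the CycW5 cows. This difference was significant for 1210 of the 15483 genes (edgeR quasi-likelihood test, BH P of 0.05 or less), positive for 772 and negative for 438. The number depended on the test, being 621 with limma-voom, 1832 with DESeq2 and 3161 with limma-voom's library quality weights. It also depended on single libraries: it was 804 without CycW5 library 12 and 1963 without CycW5 library 57 of week 5, 795 without CycW5 library 87 of week 9, and 2130 and 1979 without NoCycW5 libraries 76 and 91 of week 9. The positive genes with a symbol and the smallest BH P were ENPP4 (log2 fold change 2.89, standard error 0.41, BH P = 0.000172), PLLP (log2 fold change 4.29, standard error 0.62, BH P = 0.000172) and DYDC1 (log2 fold change 4.48, standard error 0.70, BH P = 0.000331), where the log2 fold change is that of the difference. ENPP4 had 302 ± 147 CPM (SD, n = 11) in the NoCycW5 cows and 307 ± 124 CPM (SD, n = 10) in the CycW5 cows at week 9. DYDC1 was low in all groups, with 0.147 ± 0.147 CPM at week 5 and 2.02 ± 1.32 CPM at week 9 in the NoCycW5 cows. The negative genes were SFRP2 (-2.25), RPL19 (-0.45) and RPL14 (-0.52), with BH P of 0.000682, 0.00202 and 0.00248. Each library was also placed on an axis of the 4578 genes that differed between the groups at week 5 when these alone were fitted, with 0 at the NoCycW5 mean and 1 at the CycW5 mean of week 5. At week 9, the mean position was 0.898 ± 0.435 (SD, n = 11) in the NoCycW5 cows and 0.948 ± 0.442 (SD, n = 10) in the CycW5 cows. At week 5 it was 0.07 ± 0.169 (SD, n = 12) and 0.943 ± 0.385 (SD, n = 10), respectively, each library being placed with genes chosen without it. Each position averages ratios whose divisor is the group difference at week 5, which is very small for some genes of Table S2, such as MACF1 (log2 fold change -0.01). The mean over the 777 tested genes of Table S2 put the week 9 libraries of both groups at -5.419 to 6.199. The median over the same genes, added later, put them at 0.216 to 1.491, so the wide range came with the mean. The paper reasons from the larger number of DEG between the weeks in the cows that began cycling that P4 has a large effect on endometrial gene expression.

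**Figure D2:**
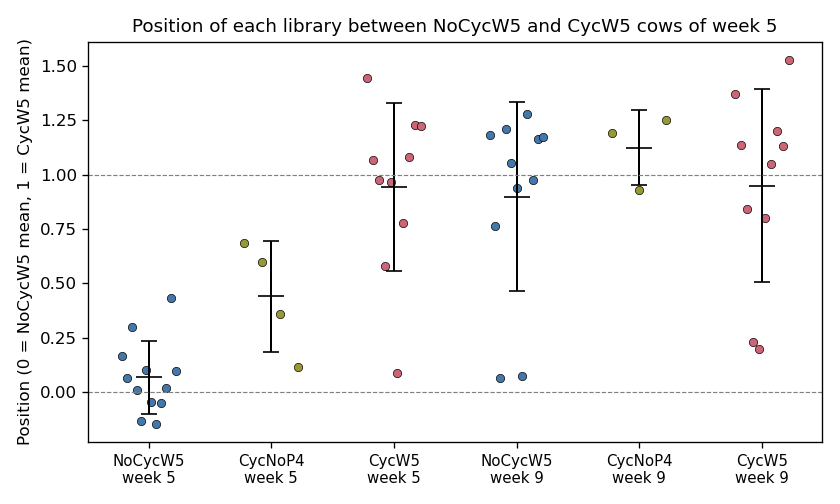
Position of each library (vertical axis, no unit) on the axis from the mean of the NoCycW5 cows (0) to the mean of the CycW5 cows (1) at week 5, by group and week (horizontal axis). Positions are averages over 4578 genes, except that each CycW5 and NoCycW5 library of week 5 was placed with genes chosen without it. Each point is a library, the mark and bar show the mean and SD, and the dashed lines mark 0 and 1. The NoCycW5 libraries lie at -0.144 to 0.431 at week 5 and at 0.065 to 1.277 at week 9.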

Cows that were non-cycling at week 5 (NoCycW5) were all cycling on day 13 of the estrous cycle when sampled at week 9. There were 1489 genes differentially expressed between week 5 and week 9 in the NoCycW5 cows (BH *P ≤* 0.05; Fig. 8; Additional file 1: Table S7). 

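In the NoCycW5 cows, 5533 of the 15483 genes tested differed between week 9 (11 libraries) and week 5 (12 libraries), 3009 higher and 2524 lower at week 9, and 1487 of them at least 2-fold. Limma-voom with library quality weights gave the largest number, 8562 DEG. Random draws of 8 NoCycW5 libraries per week gave a median of 3865.5 DEG (20 draws, 2622 to 5814). Of the 1489 genes in Table S7, 1435 were tested and all 1435 changed in the direction of the table. They included 1326 DEG over all genes tested and 1377 when adjusted over the list alone, which is not independent evidence because the list came from part of these libraries. The genes higher at week 9 with a symbol and the smallest BH P were ENPP4, MCOLN3 (ENSBTAG00000016982) and ANKRD33B (ENSBTAG00000011337). MCOLN3 rose from 5.5 ± 4.36 CPM (SD, n = 12) to 210.5 ± 107 CPM (SD, n = 11), and every library of week 9 was above every library of week 5 (log2 fold change 5.26, standard error 0.57, BH P = 5.88e-08, edgeR quasi-likelihood test). ENPP4 and ANKRD33B had log2 fold changes of 2.81 and 3.38. The genes lower at week 9 were SFRP2, EDNRA (ENSBTAG00000013674) and RPL14, with log2 fold changes of -2.80, -1.24 and -0.53. SFRP2 fell from 453 ± 297 CPM to 64.9 ± 21.8 CPM without overlap of the libraries (log2 fold change -2.80, standard error 0.28, BH P = 3.16e-08). ESR1 (ENSBTAG00000007159) had 127 ± 55.1 CPM at week 5 and 79.9 ± 29.5 CPM at week 9 (log2 fold change -0.67, standard error 0.23, BH P = 0.022), and without library 68 of week 5 its BH P was 0.0547. OXTR (ENSBTAG00000019772) had 123 ± 41.7 CPM and 38.2 ± 52.5 CPM (log2 fold change -1.67, standard error 0.68, BH P = 0.0496), and its BH P was over 0.05 in 19 of 23 fits that left out 1 library, up to 0.0764. The log2 fold change of OXTR depended on the tool, being -2.93 with limma-voom and -3.80 with library quality weights, both with a BH P under 0.05. The week 9 libraries of OXTR ranged widely, at 3.35, 38.8, 93.7, 81.5, 4.77, 11, 162, 9.1, 4.92, 8 and 2.84 CPM.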

The IPA predicted a down-regulation of the canonical pathway EIF2 signaling, a down-regulation of biological functions recruitment of cells, branching of epithelial tissue, quantity of Ca^2+^, and accumulation of carbohydrate at week 9 compared with week 5 (Table 2). 

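The 46 ribosomal protein genes of Tables S2 and S7 were lower at week 9 than at week 5 in the NoCycW5 cows, and all 46 were DEG, with a median log2 fold change of -0.51 (range -0.71 to -0.37). Their summed abundance was 26380 ± 1983 CPM (SD, n = 11) at week 9. The single libraries of week 9 had 25512, 24982, 30961, 26434, 24862, 26690.0, 29086, 24204, 25652, 25618 and 26184 CPM, and only the highest of them, 30961 CPM, was above the lowest library of week 5, 29443 CPM. In the CycW5 cows, the summed abundance was 27766 ± 3620 CPM (SD, n = 10) at week 9, the median log2 fold change from week 5 to week 9 was -0.02, 31 of the 46 genes were lower at week 9 and none was a DEG with edgeR. With limma-voom's library quality weights 41 were lower and 3 were DEG, and with DESeq2 none was. The difference between the 2 changes was tested and was significant for 41 of the 46 genes, with a median of -0.47. All 46 differences stayed negative under the 7 alternatives run for them, but the number significant was 35 with limma-voom and 21 with CycNoP4 libraries counted as CycW5. Of these 46 genes, 45 are in Table S7, so their direction in the NoCycW5 cows was fixed by how they were chosen. From the decrease in EIF2 signaling, the paper reasons that the NoCycW5 cows underwent a large downward change in the expression of genes of protein synthesis.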

There was an up-regulation of the biological functions cell death of tumor cells, cancer, conversion of fatty acid, metabolism of membrane lipid derivative, production of reactive oxygen species, transport of molecule, and quantity of connective tissue at week 9 compared with week 5 in the NoCycW5 cows (Table 2).

**Fig. 7:**
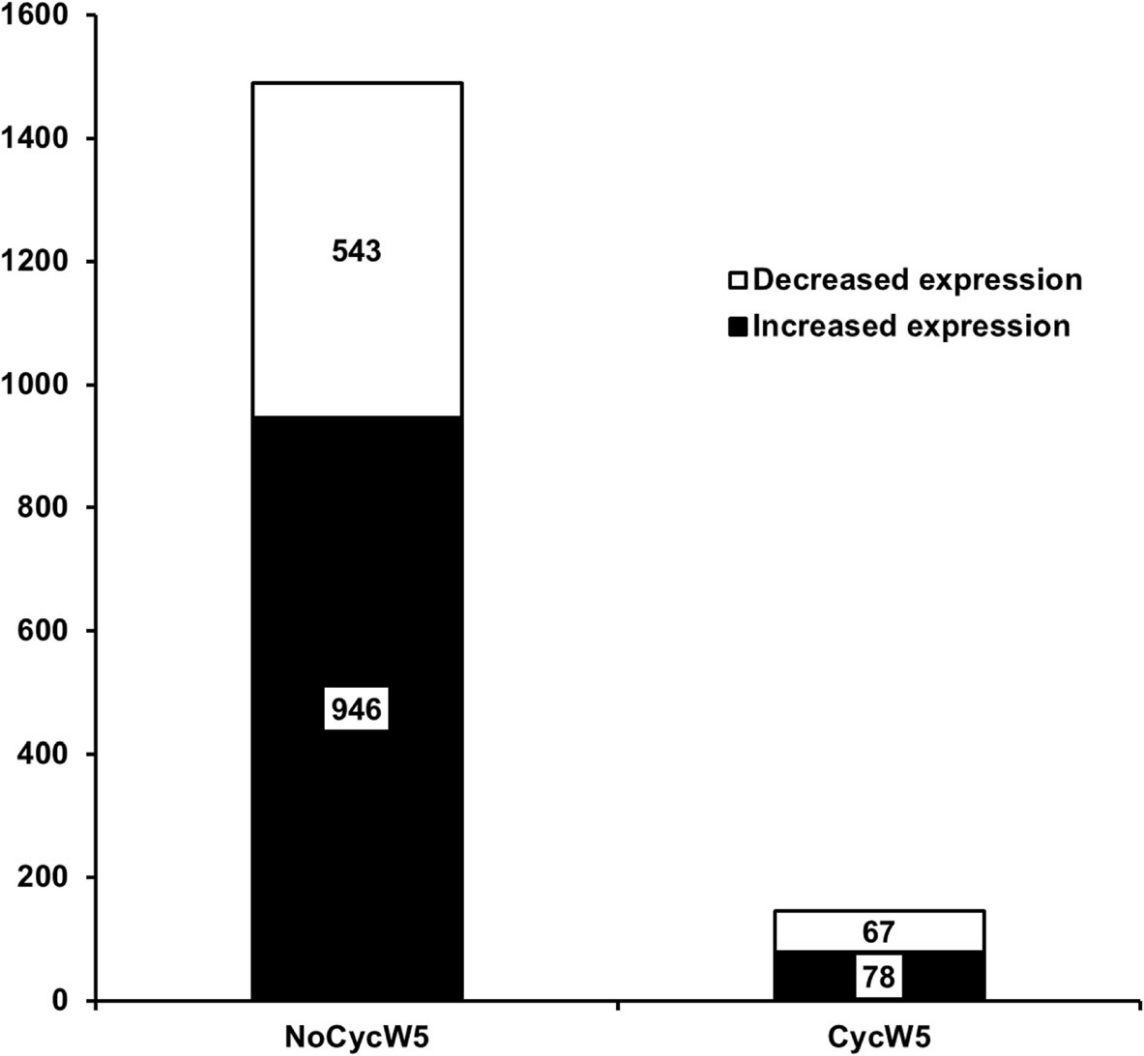
Numbers of differentially expressed genes in endometrium of lactating dairy cows from week 5 to 9 postpartum in cows cycling at week 5 and in cows non-cycling at week 5

**Fig. 8:**
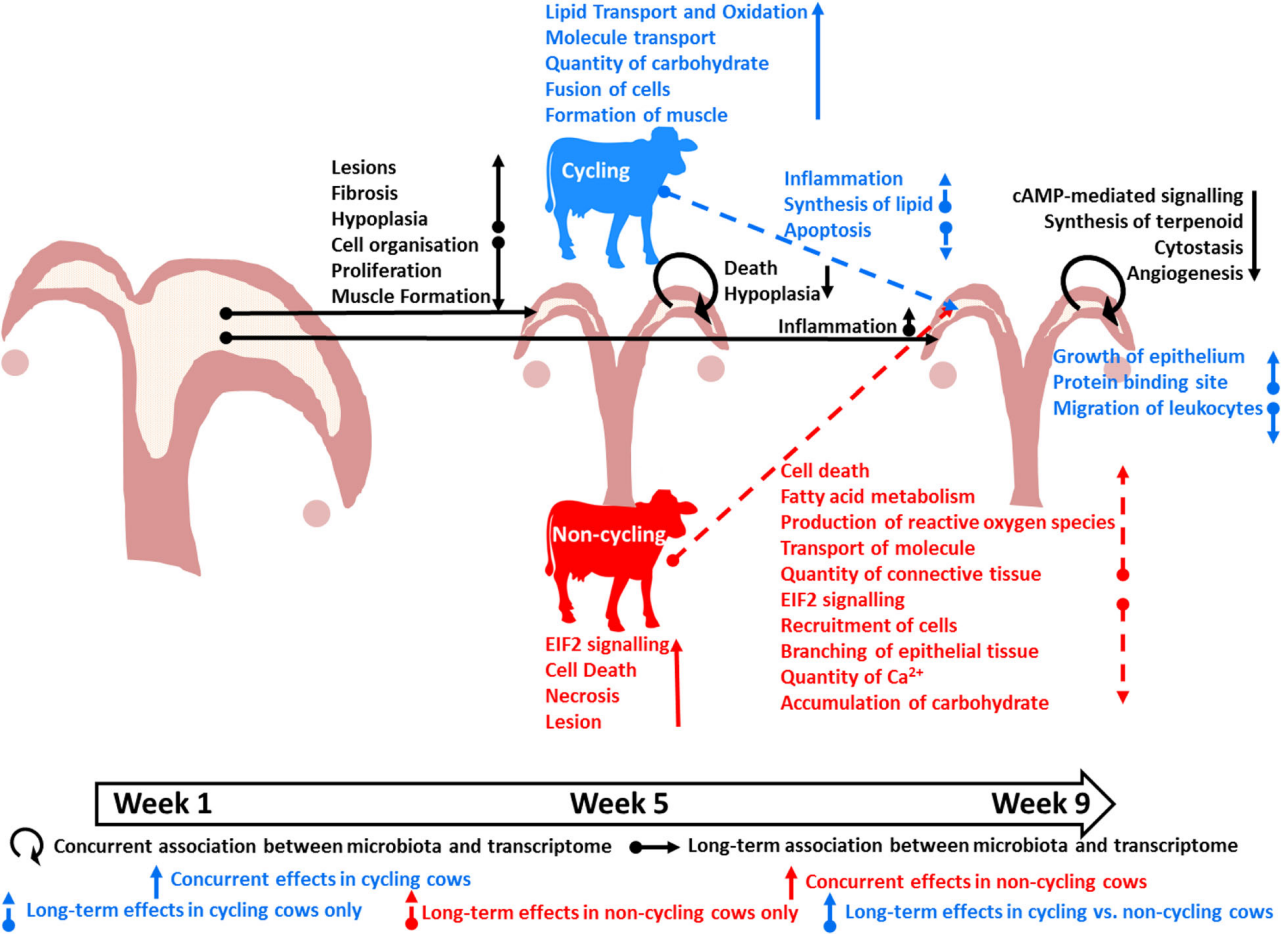
Schematic summary of the concurrent and long-term effects of ovarian cyclicity and the endometrial microbiota on the endometrial transcriptome

**Table 2:** Ingenuity Pathway Analysis of endometrial genes differentially expressed between week 5 and week 9

Pathway or Biological Function	Z-score	P-value
Non-cyclic (week 5) to cyclic (week 9) (n = 1489 DEG)		
Canonical Pathway - Decreased		
EIF2 signaling (i.e., protein synthesis)		2.13E-25
Biological Functions - Increased		
Cell death of tumor cells	2.407	6.98E-05
Conversion of fatty acid	2.757	1.90E-05
Metabolism of membrane lipid derivative	2.745	9.74E-08
Production of reactive oxygen species	2.091	1.05E-05
Transport of molecule	2.365	4.63E-07
Quantity of connective tissue	2.325	5.08E-06
Cancer	2.257	1.82E-05
Biological Functions - Decreased		
Recruitment of cells	−2.211	4.52E-05
Branching of epithelial tissue	−2.081	5.96E-05
Quantity of Ca2+	−2.111	1.11E-05
Accumulation of carbohydrate	−2.44	2.36E-05
Cyclic (week 5) to cyclic (week 9) (n = 145 DEG)		
Biological Functions - Increased		
Inflammation of lung	2.187	1.09E-02
Synthesis of lipid	2.115	7.80E-03
Biological Functions - Decreased		
Apoptosis	−2.814	2.98E-03

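In the cows cycling at week 5, 7 of the 15483 genes tested were DEG between week 9 (10 libraries) and week 5 (10 libraries) with edgeR, 2 higher and 5 lower at week 9, while 2204 genes had an unadjusted P under 0.05. This number changed with nearly every choice tried: DESeq2 gave 237 DEG, limma-voom gave 0, limma-voom's library quality weights gave 3181, and edgeR gave 0 without a filter, 0 with a stricter filter and 0 with DESeq2's size factors. Among single libraries left out, the number was highest without library 72 of week 9 (383), library 66 of week 5 (148), library 70 of week 5 (115), library 87 of week 9 (58), library 13 of week 5 (30) and library 57 of week 5 (20), and it was 0 to 2 without any of the others. Random draws of 7 libraries per week gave a median of 0 DEG, 0 in 12 of 20 draws, and at most 735. At this spread between libraries, the size of the change was thus not determined. CHRNA1 (ENSBTAG00000018253) was the only one of the 7 genes with a symbol in the tables. It had 2.69 ± 3.9 CPM (SD, n = 10) at week 5 and 0.199 ± 0.181 CPM (SD, n = 10) at week 9 (log2 fold change -3.70, standard error 0.72, BH P = 0.0491, edgeR quasi-likelihood test), and its BH P was over 0.05 in 11 of 20 fits that left out 1 library, namely libraries 52, 54, 59 and 67 of week 5 and libraries 81, 83, 89, 92, 96, 97 and 101 of week 9. Of the 145 genes that the paper lists for this comparison in Table S8, 128 were tested and 126 changed in the direction of that table. They included 2 DEG over all genes tested and 75 when adjusted over the list alone, which is not independent evidence because the list was chosen on part of these libraries. Oestradiol receptor ESR1 (-0.50) and oxytocin receptor OXTR (-0.18) had log2 fold changes with BH P of 0.346 and 0.935. With library quality weights these were -0.65 (BH P = 0.021) and -1.78 (BH P = 0.029), and without library 57 of week 5 that of OXTR was 0.26.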

Compared with the previous comparison, cows that were cycling at week 5 and week 9 had numerically fewer DEG between week 5 and 9 (*n* = 145; BH *P ≤* 0.05; Fig. 7; Additional file 1: Table S8). The IPA predicted a down-regulation of the biological function apoptosis and up-regulation of the biological function inflammation of lung and synthesis of lipid on week 9 compared with week 5 for cows that were cycling at week 5 in the CycW5 cows (Table 2).

Of the 1489 and 145 genes differentially expressed between week 5 and week 9 in the NoCycW5 cows and the CycW5 cows, respectively, there was an overlap of 39 genes that represented 3 and 27% of the respective gene lists. 

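With edgeR, 2 genes were DEG between the weeks in both the NoCycW5 cows (5533 DEG) and the CycW5 cows (7 DEG), ENSBTAG00000001367 and CHRNA1, both in the same direction. An overlap of 2 genes was not more than chance gives for lists of this size (hypergeometric test over 15483 genes, P = 0.779). With DESeq2, which had more DEG in the CycW5 cows, 96 genes were shared, 91 of them in the same direction (P = 0.168), and with limma-voom none was shared because no gene was a DEG in the CycW5 cows. Figure S1 shows the 39 genes of the paper. Of these, 37 were tested, 35 were DEG in the NoCycW5 cows and none was a DEG in the CycW5 cows with edgeR, although 27 had an unadjusted P under 0.05 there. With DESeq2, 10 of the 39 were DEG in the CycW5 cows. Across all 15483 genes, the Pearson correlation of the 2 changes was 0.2 with edgeR and 0.378 with limma-voom (across genes, which are not independent replicates). With DESeq2 it was 0.177 over 16230 genes.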

The fold change in gene expression in response to cyclicity status was highly correlated (R^2^ = 0.79; Additional file 2: Figure S1).

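Over 37 of the 39 genes of Figure S1, the log2 fold changes from week 5 to week 9 in the NoCycW5 and the CycW5 cows had a Pearson correlation of 0.832 across genes (R2 = 0.692), and 36 of the 37 had the same sign. The value sheet of Figure S1 gives the paper's R2 as 0.792. The R2 was 0.77 with limma-voom and 0.71 with DESeq2. Genes are not independent replicates, and these were chosen as DEG in both groups on part of the same libraries. ENPP3 (ENSBTAG00000020196) has opposite signs in the 2 columns of Figure S1. It rose from 4.28 ± 4.76 CPM (SD, n = 12) to 15.8 ± 10.3 CPM (SD, n = 11) in the NoCycW5 cows (log2 fold change 1.89, standard error 0.49, BH P = 0.00246, edgeR quasi-likelihood test). In the CycW5 cows, it had 22 ± 14.2 CPM (SD, n = 10) at week 5 and 15.4 ± 15.4 CPM (SD, n = 10) at week 9, a log2 fold change of -0.50 with a BH P of 0.689.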

### Effect of week 5 ovarian cyclicity status and the week 1, week 5, and week 9 microbiota on the endometrial transcriptome at 9 weeks postpartum (day 13 of the estrous cycle)

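At week 9, 1 of the 15483 genes tested was a DEG between the CycW5 cows (10 libraries) and the NoCycW5 cows (11 libraries) with edgeR, ENSBTAG00000000470, which has no symbol in the tables and was higher in the CycW5 cows. It is named after its value was seen. The number of genes with an unadjusted P under 0.05 was 992. DESeq2 gave 12 DEG, limma-voom gave 0 with and without library quality weights, and edgeR gave 0 without a filter and 0 with a stricter one. With single libraries left out the number was 0 to 5, the highest without CycW5 library 92. Random draws of 7 CycW5 and 8 NoCycW5 libraries gave 0 DEG in 19 of 20 draws and 3 in the other. In simulated counts for this comparison, edgeR recovered 80.5% of 200 genes changed at least 2-fold, with 8 false calls among 15449 genes. Smaller changes were not simulated, so the power to find them is not known. The simulated genes were drawn independently, whereas a random regrouping of the real week 9 libraries gave up to 2541 DEG. The simulated false calls therefore do not describe these libraries. Neither ESR1 (log2 fold change -0.13, BH P = 0.929) nor OXTR (log2 fold change 0.05, BH P = 0.992) differed between the groups at week 9, and the sign for OXTR changed with the libraries and the test.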

The endometrial transcriptome on week 9 (d 13 of the estrous cycle) was affected by the cyclicity status of the cows at week 5 (CycW5 versus NoCycW5) as well as the microbiota present at week 1 (8 weeks earlier), week 5 (4 weeks earlier), and week 9 (present at the time of tissue collection) (Fig. 6).

There were 81 genes differentially expressed at week 9 between the CycW5 cows and the NoCycW5 cows (BH *P ≤* 0.05; Fig. 6; Additional file 1: Table S9). These DEG represented an association between previous ovarian cyclicity status at week 5 and the endometrial transcriptome at week 9 when all cows were on d 13 of the estrous cycle. 

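Of the 81 genes in Table S9, 65 were tested, and 52 of them had the direction of the table. None was a DEG with edgeR, whether over all genes tested or adjusted over the list alone, although 12 had an unadjusted P under 0.05. DESeq2 tested all 81, with 65 in the direction of the table, none a DEG over all genes and 3 when adjusted over the list alone. The median size of the log2 fold change over the tested genes was 0.23 here and 1.12 in the paper's table. Across these genes, the Pearson correlation with the paper's values was 0.743.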

The analysis differs from that presented in the previous section where gene expression fold changes from week 5 to week 9 were presented. The IPA predicted a down-regulation of the biological function migration of mononuclear leukocytes and an up-regulation of the biological functions growth of tumor, neoplasia of epithelial tissue, and binding of protein site at week 9 in the CycW5 cows compared with the NoCycW5 cows (Table 3). Of the 809 and 81 genes differentially expressed between the CycW5 cows and the NoCycW5 cows on week 5 and week 9, respectively, there was an overlap of 21 genes that represented 3 and 26% of the respective gene lists. 

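ENSBTAG00000000470, the single DEG at week 9 with edgeR, was also a DEG at week 5, in the same direction. With DESeq2, 4 genes were shared between the 12 DEG of week 9 and the 4688 DEG of week 5, DSC3 and 3 genes without a symbol, all in the same direction (hypergeometric test over 17322 genes, P = 0.416). Figure S2 shows the 21 genes of the paper. Of these, 19 were tested, 12 were DEG at week 5 and none at week 9, where 4 had an unadjusted P under 0.05, and DESeq2 had none of the 21 at week 9. Across all 15483 genes, the Pearson correlation of the differences at week 5 and at week 9 was 0.03 with edgeR and 0.163 with limma-voom (across genes). With DESeq2 it was 0.054 over 17322 genes.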

The fold change in gene expression in response to cyclicity status was highly correlated (R^2^ = 0.97; Additional file 2: Figure S2).

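Over 19 of the 21 genes of Figure S2, the log2 fold changes between CycW5 and NoCycW5 cows at week 5 and at week 9 had a Pearson correlation of 0.904 across genes (R2 = 0.817), and 16 of the 19 had the same sign. The R2 lay between 0.792 with limma-voom and 0.866 with DESeq2, while the value sheet of Figure S2 gives the paper's R2 as 0.966. The median size of the log2 fold change was 0.45 at week 5 and 0.27 at week 9. These genes were chosen as DEG at both weeks on part of the same libraries, and genes are not independent replicates.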

**Table 3:** Ingenuity Pathway Analysis of endometrial genes differentially expressed at week 9

Pathway or Biological Function	Z-score	P-value
Cyclic vs non-cyclic (*n* = 81)		
Biological Functions - Increased		
Growth of tumor	2.618	2.30E-06
Neoplasia of epithelial tissue	2.425	2.89E-03
Binding of protein binding site	2.19	4.56E-03
Biological Functions - Decreased		
Migration of mononuclear leukocytes	− 2.219	4.57E-03
Week 1 microbiota (WK1_PC2; n = 64 DEG)		
Biological functions - Increased		
Inflammatory response	2.914	2.34E-07
Influx of myeloid cells	2.19	7.34E-07
Quantity of leukocytes	2.115	3.74E-08
Week 9 microbiota (WK9_PC2; n = 179 DEG)		
Canonical Pathway - Decreased		
cAMP-mediated signaling	−2.646	1.09E-03
Biological Functions - Increased		
Malignant solid tumor	2.007	4.23E-06
Biological Functions - Decreased		
Synthesis of terpenoid	−2.528	1.18E-02
Cytostasis	−2.16	1.23E-02
Angiogenesis	−2.155	7.16E-05

There were 64 genes that were differentially expressed (BH *P ≤* 0.05; Additional file 1: Table S10) in response to the WK1_PC2 microbiota (Fig. 6) on week 9. These DEG represent the association between the second PC of the week 1 endometrial microbiota and the endometrial transcriptome on week 9. The IPA predicted up-regulation of biological functions inflammatory response, influx of myeloid cells, and quantity of leukocytes (Table 3). A variety of up-stream regulators for the observed gene expression signature associated with WK1_PC2 microbiota were predicted based on the IPA (Table 4). These upstream regulators included response to bacterial products [lipopolysaccharide, endotoxin B, peptidoglycan, and 5-O-mycolyl-β-Araf-(1 → 2)-5-O-mycolyl-α-Araf-(1 → 1′)-glycerol (designated as Mma_DMAG)], interleukins (IL1, IL1A, IL1B, IL6, IL10RA, IL17A), tumor necrosis factor, and toll-like receptors (TLR3, TLR4, TLR5, TLR7, TLR9).

**Table 4:** Predicted upstream regulators of endometrial genes differentially expressed at week 9 (day 13 of the estrous cycle) in response to WK1_PC2

Upstream regulator	Z-score^a^	P-value	Differentially expressed genes (week 9)^c^
Bacterial products			
Mma_DMAG^b^	2.45	5.67E-08	CCL20, CXCL2, NFKBIZ, SDC4, SOD2, TNIP3
Enterotoxin B	2.41	2.88E-08	CSF3, CTLA4, CXCL13, CXCL2, IL12B, IL17A
Lipopolysaccharide	3.63	9.88E-10	CCL20, CHI3L1, CSF3, CXCL13, CXCL2, IFNW1, IL12B, IL17A, IL22, IL36A, LAMB1, LCN2, LYN, NFKBIZ, PC, PFKFB3, RAB20, SDC4, SOD2, TNIP3
Peptidoglycan	2.39	2.65E-07	CCL20, CSF3, CXCL2, IL12B, IL17A, SOD2
Interleukins			
IL1	2.28	1.40E-06	CCL20, CHI3L1, CSF3, IL17A, IL22, LAMB1, SDC4, SOD2
IL1A	2.56	6.29E-08	ALDH1A3, CCL20, CXCL2, IL12B, IL17A, LCN2, NFKBIZ, SOD2
IL1B	3.39	1.30E-09	CCL20, CHI3L1, CSF3, CXCL13, CXCL2, GDF15, IL12B, IL17A, IL22, IL36A, LCN2, NFKBIZ, SDC4, SLC22A4, SOD2
IL6	2.75	5.56E-05	CCL20, CLEC10A, CXCL13, CXCL2, IL12B, IL17A, IL22, LCN2, SOD2
IL10RA	−2.00	9.07E-04	CTLA4, IL12B, IL17A, IL18BP, LCN2
IL17A	2.18	5.87E-08	CCL20, CSF3, CXCL13, CXCL2, IL17A, IL22, LCN2, NFKBIZ
Tumor necrosis factor	3.62	2.72E-12	AATK, ALDH1A3, CCL20, CHI3L1, CHI3L2, CSF3, CTLA4, CXCL13, CXCL2, GDF15, IL12B, IL17A, IL18BP, IL22, IL36A, ITGA10, LCN2, LYN, NFKBIZ, PC, SDC4, SLC22A4, SOD2
Toll-like receptors			
TLR3	2.91	8.70E-09	CCL20, CSF3, CXCL2, IFNW1, IL12B, IL36A, LCN2, NFKBIZ, PFKFB3
TLR4	2.88	1.04E-09	CCL20, CSF3, CXCL2, DUOX2, IFNW1, IL12B, IL17A, IL18BP, LCN2, NFKBIZ, SOD2
TLR5	2.18	2.81E-08	CCL20, CSF3, CXCL2, IL12B, IL17A
TLR7	2.39	1.52E-06	CCL20, CXCL13, CXCL2, IFNW1, IL12B, SOD2
TLR9	2.57	1.07E-06	CSF3, IFNW1, IL12B, IL36A, LCN2, NFKBIZ, PFKFB3

^a^positive z-score = increased activation; negative z-score = decreased activation

^b^5-O-mycolyl-beta-araf-(1 → 2)-5-O-mycolyl-alpha-araf-(1 → 1′)-glycerol

^c^See Additional file 1: Table S10 for gene description

There were 179 genes differentially expressed (BH *P ≤* 0.05; Additional file 1: Table S11) in response to the WK9_PC2 microbiota (Fig. 6). These DEG represent the association between the second PC of the week 9 endometrial microbiota and the endometrial transcriptome on week 9. The IPA predicted down-regulation of the canonical pathway cAMP-mediated signaling and the biological functions synthesis of terpenoid, angiogenesis, and cytostasis and up-regulation of the biological function malignant solid tumor (Table 3).

There were 80, 158, 15, and 25 genes differentially expressed (BH *P ≤* 0.05) on week 9 in response to WK1_PC1 microbiota (Additional file 1: Table S12), WK5_PC1 microbiota (Additional file 1: Table S13), WK5_PC2 microbiota (Additional file 1: Table S14), and WK9_PC1 microbiota (Additional file 1: Table S15), respectively (Fig. 6). The IPA did not predict significant activation of any pathways or biological processes for these PC.

Of the 516 and 80 genes differentially expressed on week 5 and week 9 in response to WK1_PC1, there was an overlap of 27 genes that represented 5 and 34% of the respective gene lists. The fold change in gene expression in response to WK1_PC1 microbiota at week 5 for these overlapping genes was highly correlated (R^2^ = 0.97; Additional file 2: Figure S3). A similar analyses identified a minimal overlap (< 5 genes) when the effect of WK1_PC2 microbiota, WK5_PC1 microbiota, and WK5_PC2 microbiota on differential gene expression at week 5 and week 9 was assessed.

### Endometrial histology, endocrine and physical characteristics of the study population

The number of endometrial inflammatory cells was not associated with week postpartum, week 5 cyclicity status, or the endometrial microbiota (all *P* > 0.1). Lymphocytic foci were absent at week 1 but were present in samples collected at week 5 and 9. Their number decreased by 50% from week 5 to 9 (4.4 ± 0.7 vs. 2.2 ± 0.7 foci, *P* = 0.02) and was not associated with the endometrial microbiota or week 5 cyclicity status (all *P* > 0.1). None of the cows enrolled in the study were diagnosed with clinical disease based on the measurement of body temperature or the presence of fetid discharge within the vagina (metricheck diagnosis). Milk production was associated with endometrial microbiota 1 week postpartum and with the week 5 cyclicity status. Energy-corrected milk production tended to be greater during the first 20 weeks postpartum in the CycW5 cows compared with the NoCycW5 cows (26.2 vs. 23.4 kg day^− 1^, SEM = 1.0 kg day^− 1^; *P* = 0.08) and increased significantly (5.58 ± 2.34 kg day^− 1^ unit^− 1^, *P =* 0.05) in response to WK1_PC2 microbiota with a predicted increase of 6.25 kg day^− 1^ for the range in WK1_PC2 microbiota (− 0.49 to 0.63) observed. No effects of week 5 ovarian cyclicity status or the endometrial microbiota on body weight, body condition score, vaginal mucus score, rectal temperature, or circulating concentrations of beta-hydroxy butyrate, glucose, IGF1, fatty acids, or progesterone were detected (all *P* > 0.1).

## Discussion

The primary objective of the current study was to test for associations between the endometrial microbiota and the transcriptome in early postpartum cows. The hypothesis was that the endometrial microbiota would be associated with the transcriptome of the endometrium. The capacity of the microbiota to alter the endometrial transcriptome could partly influence fertility performance in lactating dairy cows.

The microbiota within the endometrial samples at week 1 was highly abundant and these data are consistent with the published literature [2, 11–14]. There was a decrease in the number of 16S rRNA sequence reads from week 1 to week 5 and week 9 that appeared to demonstrate the resolution of bacterial infection over time. The composition of the microbiota also changed from week 1 to weeks 5 and 9 but the similarity between week 5 and 9 indicates that a stable microbiota is established within 5 weeks after calving and remains unchanged until at least 9 weeks postpartum (Figs. 1 and 2). *Fusobacteriales bone C3G7*, *Porphyromonas*, *Actinobacillus seminis*, *Bacteroide*s, and *Helcococus ovis* had the strongest loadings in the microbiota PC at WK1 but were not detected at week 5 or at week 9. With the exception of *Actinobacillus seminis,* the other predominant bacteria are frequently reported to be more abundant in the uterus of cows that develop metritis compared with healthy cows [2–4, 11–14].

Of the 35 cows enrolled in this study, data from seven cows that had resumed ovarian cyclicity at week 5 (CycW5) and eight cows that had not resumed ovarian cyclicity at week 5 (NoCycW5) were retained for analysis. Mobilization of adipose reserves in the postpartum cow shifts the metabolism and endocrinology of the cow to negatively affect the return to ovarian cyclicity through mechanisms acting at the level of the hypothalamus and pituitary [15]. Systemic bacterial toxins can negatively affect feed intake and exacerbate negative energy balance and weight loss postpartum. Bacterial products also act directly on the developing follicle to affect its capacity to respond to gonadotropins and ovulate [16–18]. The dry matter intake of the cows was not recorded in this study but blood metabolic indicators were similar in the CycW5 and the NoCycW5 cows. Although ovarian cyclicity status had no effect on the endometrial microbiota principal components, the number of 16S rRNA gene sequence reads and the relative abundance of *Actinobacillus seminis* were greater on week 1 in the NoCycW5 cows compared with the CycW5 cows. The IPA of the week 5 transcriptome data indicated that endometrium of the NoCycW5 cows had more tissue damage (necrosis, cell death, astrocytosis, and lesion up-regulated) and was less advanced with respect to tissue repair (formation of muscle, fusion of cells, and cell-cell contact down-regulated; Table 1, Fig. 8). Systemic products of the incompletely involuted uterus may have delayed the onset of cyclicity through an effect on the hypothalamic-pituitary-gonadal axis, as previously outlined [19–22]. This latter scenario is an utero-centric view toward early postpartum cyclicity in the bovine that includes the progression of uterine involution which in part is dictated by the uterine microbiota [16–18]. In this scenario, delayed cyclicity is caused by signals arriving from the uterus that are in part dictated by the microbiota.

Given the well-documented effects of P4 on the endometrium [23–26], the microbiota cannot be viewed separately from cyclicity when studying the postpartum endometrial transcriptome. To address this challenge, the endometrial transcriptome was tested using a complete statistical model. Ovarian cyclicity status had a large effect on endometrial gene expression on week 5 (809 DEG) and the effect of cyclicity status on the number of DEG was numerically greater than the effect of the microbiota (PC) on the number of DEG (Fig. 6). Based on the IPA, the DEG on week 5 between the CycW5 cows and the NoCycW5 cows were found within the canonical pathway EIF2 signaling (protein synthesis) which was decreased in the CycW5 cows (Table 1, Fig. 8). Similarly, there was a large number of DEG between week 5 and week 9 in the NoCycW5 cows, and the EIF2 signaling pathway was decreased on week 9 (Table 2, Fig. 8). The NoCycW5 cows that were not cycling at week 5 and were cycling at week 9 and had undergone a large downward change in the expression of genes involved in protein synthesis. Progesterone modulates the synthesis and secretion of specific proteins in endometrium [27, 28] but an effect of P4 on the sum of all transcription has not been demonstrated to our knowledge. The global up-regulation of endometrial protein synthesis in the NoCycW5 cows at week 5 may also reflect the ongoing tissue repair and regeneration in the endometrium.

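BCL2 (ENSBTAG00000019302) had 4.09 ± 1.26 CPM (SD, n = 10) in the CycW5 cows and 2.64 ± 1.11 CPM (SD, n = 12) in the NoCycW5 cows at week 5 (log2 fold change 0.63, standard error 0.23, BH P = 0.0386, edgeR quasi-likelihood test). The single CycW5 libraries had 4.93, 2.83, 6.87, 4.04, 3.43, 3.29, 3.93, 2.46, 4.47 and 4.63 CPM and the single NoCycW5 libraries had 2.65, 5.47, 2.21, 2.4, 2.21, 3.02, 3.51, 2.59, 1.03, 1.35, 2.53 and 2.66 CPM. The call for BCL2 was lost in 10 of 22 fits that left out 1 library, namely CycW5 library 12, 45, 67 or 70 or NoCycW5 library 47, 48, 49, 61, 63 or 65, with a BH P of up to 0.0983. Over all 22 fits, its log2 fold change was 0.52 to 0.78. TNFRSF1A (ENSBTAG00000004211) was lower in the CycW5 cows, with 136 ± 14.7 CPM against 170.1 ± 23.7 CPM (log2 fold change -0.31, standard error 0.09, BH P = 0.012), and the difference was not significant when the CycNoP4 libraries were counted as CycW5 (BH P = 0.209). TNFRSF25 (ENSBTAG00000006519) was also lower, with 13.1 ± 2.86 CPM against 20 ± 5.18 CPM (log2 fold change -0.60, standard error 0.18, BH P = 0.0125). None of the 10 CycW5 libraries lay above the median of the NoCycW5 libraries for either receptor. Over random draws of 7 CycW5 and 8 NoCycW5 libraries, the median BH P was 0.142 for BCL2, 0.0658 for TNFRSF1A and 0.0522 for TNFRSF25. CDIP1 was not analysed here, because no identifier is paired with this symbol in the tables used.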

Progesterone is a known inhibitor of cell death and this function was supported by greater mRNA abundance of apoptosis inhibitor *BCL2* and lesser mRNA abundance of tumor necrosis factor receptors (*TNFRSF1A* and *TNFRSF25*) and cell death inducing p53 target 1 (*CDIP1*) in the CycW5 cows compared with the NoCycW5 cows on week 5 (Additional file 1: Table S2). 

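MYOF (ENSBTAG00000016918) had 546 ± 99.2 CPM (SD, n = 10) in the CycW5 cows and 327 ± 35 CPM (SD, n = 12) in the NoCycW5 cows at week 5 (log2 fold change 0.75, standard error 0.10, BH P = 1.20e-06, edgeR quasi-likelihood test). MYO1A and TPM1 were also higher, with log2 fold changes of 1.34 and 0.48 and BH P of 0.000491 and 0.000113. MYOT (ENSBTAG00000007782) was low, with 0.703 ± 0.532 CPM against 0.0869 ± 0.0817 CPM (log2 fold change 2.96, standard error 0.55, BH P = 8.81e-05). MYMR9 was not analysed here, because no identifier is paired with this symbol in the tables used. The paper lists ABLIM1, CTTN and MACF1 as actin related. CTTN (ENSBTAG00000006071) was higher in the CycW5 cows, with 272 ± 40.4 CPM against 195 ± 20.7 CPM (log2 fold change 0.48, standard error 0.09, BH P = 6.99e-05). For ABLIM1 (ENSBTAG00000004899) the difference was not significant (log2 fold change 0.37, standard error 0.19, BH P = 0.141), and its groups overlapped, at 28.1 to 69.8 CPM and 11.9 to 61.3 CPM. MACF1 (ENSBTAG00000021024) did not differ, with 513 ± 116 CPM in the CycW5 cows and 519.6 ± 101 CPM in the NoCycW5 cows (log2 fold change -0.01, standard error 0.11, BH P = 0.941), and the sign of its small log2 fold change depended on the libraries fitted. The paper lists DSC3, COL4A3 and COL4A4 as collagen related. DSC3 (ENSBTAG00000015238) was low but higher in the CycW5 cows (log2 fold change 3.40, standard error 0.76, BH P = 0.000852). COL4A3 (ENSBTAG00000021316) had 47.5 ± 38.4 CPM against 16.8 ± 12.4 CPM (log2 fold change 1.51, standard error 0.53, BH P = 0.0309). Its call was lost without CycW5 library 12 or 45 (BH P of up to 0.102) and with limma-voom (BH P = 0.114). COL4A4 (ENSBTAG00000021310) had a log2 fold change of 1.35 (BH P = 0.019), which was not significant without CycW5 library 45 (BH P = 0.0788) or with limma-voom (BH P = 0.0665).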

Greater mRNA abundance of myosin (*MYO1A*, *MYO1B*, *MYOF*, *TPM1*, *MYMR9*, *MYOT*), actin (*ABLIM1*, *CTTN*, and *MACF1*), and collagen (*DSC3*, *COL4A3*, and *COL4A4*) related genes in the CycW5 cows compared with the NoCycW5 cows on week 5 (Additional file 1: Table S2) may have contributed to increased cell support, cytokinesis, and transport, and to actin-myosin interactions in the development of cytoskeleton and ECM in the endometrium of the CycW5 cows [29].

The CycW5 cows had an up-regulation of the biological functions lipid transport and oxidation, molecule transport, and quantity of carbohydrate compared with the NoCycW5 cows on week 5 (Table 1, Fig. 8). 

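FDFT1 (ENSBTAG00000012432) had 205 ± 55.3 CPM (SD, n = 10) in the CycW5 cows and 75 ± 12.3 CPM (SD, n = 12) in the NoCycW5 cows at week 5 (log2 fold change 1.45, standard error 0.21, BH P = 2.03e-06, edgeR quasi-likelihood test). The single CycW5 libraries had 254, 217, 186, 177, 210.3, 93.3, 159, 221, 295 and 233 CPM and the single NoCycW5 libraries had 87.7, 66.5, 92.2, 74.5, 75.6, 74.2, 65.2, 54.2, 87.4, 78.7, 86.1 and 57.6 CPM, so that every CycW5 library was above every NoCycW5 library. LSS (ENSBTAG00000018936) had 52.2 ± 13.4 CPM and 30.5 ± 4.74 CPM, respectively (log2 fold change 0.78, standard error 0.14, BH P = 6.38e-05). With single libraries left out, the log2 fold change stayed at 1.38 to 1.53 for FDFT1 and 0.71 to 0.83 for LSS, and both kept their call.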

Squalene synthase (*FDFT1*) and lanosterol synthase (*LSS*) comprise two of the three enzymes involved in synthesis of lanosterol (cholesterol precursor) from farnesyl diphosphate. mRNA abundance of both genes was increased in the CycW5 cows on week 5 (Additional file 1: Table S2). 

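ESR2 (ENSBTAG00000004498) had 13.8 ± 6.3 CPM (SD, n = 10) in the CycW5 cows and 2.09 ± 1.3 CPM (SD, n = 12) in the NoCycW5 cows at week 5 (log2 fold change 2.72, standard error 0.40, BH P = 3.07e-06, edgeR quasi-likelihood test). HPGD (ENSBTAG00000025942) had 353 ± 201 CPM and 29.7 ± 14.9 CPM, respectively (log2 fold change 3.58, standard error 0.49, BH P = 9.75e-07). The single CycW5 libraries had 473, 611, 254, 159, 271, 12.1, 189.9, 499.7, 556 and 503 CPM of HPGD, library 57 being far below the others. ACSL3 (ENSBTAG00000017258) and ACSL4 (ENSBTAG00000018986) had log2 fold changes of 1.30 (standard error 0.22, BH P = 2.72e-05) and 1.72 (standard error 0.37, BH P = 0.000684). All 4 genes kept their call with each of the 22 libraries left out in turn. ESR1 had 104 ± 30.9 CPM in the CycW5 cows and 127 ± 55.1 CPM in the NoCycW5 cows and did not differ (log2 fold change -0.30, standard error 0.24, BH P = 0.362). OXTR had 45.2 ± 40.2 CPM in the CycW5 cows and 123 ± 41.7 CPM in the NoCycW5 cows (log2 fold change -1.44, standard error 0.69, BH P = 0.117). For OXTR, the difference was significant with limma-voom (log2 fold change -1.84, BH P = 0.00863), in a fit of the 2 groups alone (BH P = 0.00541) and without CycW5 library 57 (BH P = 0.0416).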

The CycWk5 cows also had greater mRNA abundance of *ESR2*, the prostaglandin inactivator *HPGD*, and transporters with a preference for the prostaglandin precursor arachidonic acid (*ACSL3* and *ACSL4*) on week 5. These data support the role of P4 in the accumulation of endometrial lipid droplets in preparation of prostaglandin synthesis while concurrently inhibiting prostaglandin synthesis as discussed by Silvia et al. 1991 [30].

The first PC of the week 1 microbiota (WK1_PC1) had the second largest effect on gene expression at week 5 (*n* = 516 DEG) after ovarian cyclicity status (Fig. 6). The second PC of the week 1 microbiota (WK1_PC2) had a numerically smaller effect at week 5 (*n* = 151 DEG) than the WK1_PC1 microbiota and this is perhaps explained by the fact that the PC2 by definition accounts for less of the variation than the PC1. For both WK1_PC1 microbiota and WK1_PC2 microbiota the decrease in the number of DEG at week 9 compared with week 5 (Fig. 6) indicates that some of the effects of the early postpartum microbiota are not permanent. This may indicate that bacteria associated with the transcriptome are gradually cleared from the uterus or that uterine inflammation associated with the early postpartum microbiota gradually subsides.

Ingenuity Pathway Analysis indicated lesion, fibrosis, and hypoplasia associated with the WK1_PC1 microbiota effect on the endometrium at week 5 (Table 1, Fig. 8). This result is consistent with the observation that unresolved inflammation causes fibrosis through excessive deposition of ECM. At the same time, the IPA detected decreased organization, proliferation, and formation of muscle cells (Table 1, Fig. 8). The collective interpretation is that the microbiota present at week 1 is associated with unique patterns of gene expression at week 5. In addition to their associations with metritis, many of the OTU with strong loadings in WK1_PC1 are also associated with specific pathologies that are also supportive of the Ingenuity Pathway Analysis of the week 5 endometrial transcriptome. *Fusobacteria* and *Porphyromonas* reduce wound healing in human oral epithelium via increased cell apoptosis and compromised cell migration and cell proliferation [31] and are also associated with papillomatous digital dermatitis in cattle [32]. *Porphyromonas levii*, specifically, is associated with bovine necrotic vulvovaginitis [33] and may also reduce the phagocytic capacity of polymorphonuclear neutrophils [34]. There was also evidence that the OTU associated with WK1_PC1 microbiota were affecting the week 5 transcriptome through a direct effect on transcription factor expression. Transcription factor DEG associated with WK1_PC1 fell broadly into three categories that included steroid receptors and associated molecules (*AR*, *ESR1*, *GMEB2*, *MED1*, *RXRB*), immune function and inflammation (*LEF1*, *LYL1*, *NFATC3*, *NR1H2*) and cell growth including embryonic development and cell differentiation (*CREB1*, *FOXN2*, *GLI3*, *HIF1A*, *PRDM5*, *RBPJ*, *SMAD5*, *SOX15*, *SOX18*, *STAG1*, *TCF4*, *TCF25*, *TFDP2*; Additional file 1: Table S3). The microbiota of PC2 from week 1 was also associated with transcription factor expression at week 5. The DEG list was shorter and specifically focused on tissue differentiation (*FOXA1*, *FOXC2*, *GATA5*, *HAND1*, *HEY2*, *MEOX2*, *NKX2–2*, *POU2F1*, and *SOX2*; Additional file 1: Table S4). Collectively, the DEG at week 5 possessed transcription factors involved in cell growth and differentiation that are responding to the microbiota present at week 1.

A major conclusion from this work, therefore, was that, transcription factor expression at week 5 was in response to the microbiota present at week 1. The observed effect of the week 1 microbiota on the week 5 endometrial transcriptome indicates that endometrial tissue at week 5 has not fully recovered from the exposure to the microbiota present at week 1. This may indicate an effect of the week 1 microbiota on the progression of uterine involution, the population of endometrial cell types and specific patterns of gene expression in the week 5 endometrium. The capacity for the week 1 microbiota to dictate transcription on week 5 within regenerative cells arising from stem cells could be explained by mechanisms similar to that described by Naik et al. (2017) where there is inflammatory memory in skin epithelial stem cells [35]. This memory is created when an inflammatory event creates an open chromatin configuration around specific genes that is maintained for up to 180 days [35].

The sum total of week 5 DEG in response to the week 1 microbiota (PC1 + PC2) was 667. The sum total of week 5 DEG in response to the week 5 microbiota (PC1 + PC2; present in the uterus at the time the tissue was collected; Fig. 6) was appreciably less (161 DEG). The microbiota present 4 weeks prior, therefore, had a larger effect on week 5 DEG than the microbiota present at the time of tissue sampling. The IPA identified organismal death and thoracic hypoplasia in the week 5 endometrium response to the week 5 microbiota (PC1; Table 1, Fig. 8). An association between the microbiota and the expression of transcription factors in the endometrium at week 5 was also detected. This was true for both WK5_PC1 and WK5_PC2. There was some overlap with the transcription factors affected by the week 1 PC’s and this may be explained by overlapping microorganisms between week 1 and week 5. There were also week 5 transcription factors involved in cellular differentiation (*DLX5*, *HOXC6*, *TBX15*, and *TEAD1;* Additional file 1: Table S5 and Additional file 1: Table S6) associated with the week 5 microbiota that were not associated with the week 1 microbiota. Mechanisms through which a resident microbiota can impact local gene transcription typically involve the production of bacterial products that bind TLR to invoke an inflammatory response [36]. Bacteria also secrete products that can bind mammalian hormone receptors to initiate cellular responses. Cohen et al. (2017) [37] demonstrated that commensal bacteria of the gut produced molecules that bind to human G-protein coupled receptors to trigger endocrine responses. Similarly, commensal bacteria of the endometrium may control endometrial gene expression.

One of the primary objectives of this research was to determine if the early postpartum microbiota could affect transcription at the time of first insemination (approximately 9 weeks postpartum). There was a large decrease in the number of DEG in response to the WK1_PC1 microbiota from week 5 (*n* = 516 DEG) to week 9 (*n* = 80 DEG; Fig. 6). Similarly, the number of DEG responding to WK1_PC2 microbiota decreased from week 5 (*n* = 151) to week 9 (*n* = 64; Fig. 6). The effects of the week 1 microbiota on the total number of DEG, therefore, diminished with time. There was some overlap between the DEG in response to WK1_PC2 microbiota at both week 5 to week 9 with 27 genes shared between the two gene lists (Additional file 1: Table S3). This number of genes presented about 5% of the DEG at week 5 that remained DEG at week 9. The IPA did not detect an effect of the WK1_PC1 microbiota on gene expression at week 9 (Additional file 1: Table S12). There was a large effect, however, of the WK1_PC2 microbiota on DEG at week 9 (Table 3, Additional file 1: Table S10). The IPA clearly identified an effect of the WK1_PC2 microbiota on immune and inflammatory response within the endometrium at week 9 (inflammatory response, influx of myeloid cells, and quantity of leukocytes; Table 3, Fig. 8). Predicted upstream regulators included several bacterial products, a variety of interleukins, TNF, and several TLR (Table 4). The biological functions identified and their upstream regulators were all highly significant. These data are remarkable in that they identify a large effect of the early postpartum microbiota specifically on the inflammatory processes at week 9. The upstream regulators include bacterial products (Mma_DMAG, enterotoxin B, LPS, and peptidoglycan) potentially arising from the microbiota at week 1, TLR with the capacity to respond to bacterial products and interleukins arising from the immune cells involved in inflammation (IL1, IL1A, IL1B, IL6, and IL17A). The list of genes differentially expressed in response to WK1_PC2 was compared with the list of endometrial genes differentially expressed after in vitro treatment with LPS, as reported by Oguejiofor et al. [18]. With the exception of *ST6GAL2*, 10 of the 11 genes (*ALDH1A3*, *CCL20*, *CSF3*, *IL36A*, *KCNB1*, *LYN*, *MAB21L3*, *PFKFB3*, *PGLYRP3*) common to both lists were up-regulated in response to WK1_PC2 and to LPS treatment (R^2^ = 0.22). Such concordance was not observed between the other gene lists. The mechanisms for this long-term effect may be similar to those described for the effect of the week 1 microbiota on the week 5 transcriptome. Specifically, the week 1 microbiota may be affecting the progression of uterine involution, the population of endometrial cell types (in this case the number of resident immune cells), or specific patterns of gene expression at week 9. Operational taxonomic units with strong loadings in WK1_PC2 are associated with inflammatory disease in other species that support the IPA of the week 9 endometrial transcriptome. *Actinobacillus seminis* had a strong positive loading in WK1_PC2 and is associated with epididymitis (inflammation of the epididymis) in rams and abortion in ewes [38, 39]. In contrast, *Bacteroidales S24–7* and *Lachnospiraceae* had strong negative loadings in WK1_PC2 and are depleted after the onset of colitis (gut inflammation) [40]. Although there were effects of the week 5 microbiota (WK5_PC1, *n* = 158 DEG; WK5_PC2, n = 15 DEG) on the transcriptome (Fig. 6), the IPA did not discover specific biological functions associated with these DEG. Major effects on the functionality of the endometrial transcriptome at breeding therefore arise from bacteria of the early postpartum uterus. The impact of the later postpartum microbiota may be less.

There was a large effect of previous cyclicity status on DEG at week 9. The NoCycW5 cows that transitioned from non-cycling (week 5) to cycling (week 9) had nearly 1500 DEG (Fig. 7). The EIF2 signaling pathway was greatly decreased at week 9 (Table 2). There was an increase in a variety of biological functions associated with metabolism and transport and a decrease in recruitment and branching of cells (Table 2, Fig. 8). The number of DEG between week 5 and week 9 for the CycW5 cows was one-tenth in number (*n* = 145 DEG) when compared between week 5 and week 9 for the NoCycW5 cows (*n* = 1489 DEG; Fig. 7). The large number of DEG in cows that began cycling between week 5 and 9 compared with those that were cycling at both week 5 and 9 demonstrated the large effect that P4 has on endometrial gene expression.

A novel and important finding from the study was evidence of temporal effects of week 5 ovarian cyclicity status on the endometrial transcriptome 4 weeks later on day 13 of the estrous cycle (Table 3). The effects of week 5 cyclicity status on the endometrial transcriptome on day 13 of the estrous cycle were less pronounced than 4 weeks previous (Table 1) but sufficient to support significant temporal effects on the endometrial transcriptome. Greater fertility in cows that have an earlier return to ovarian cyclicity after calving is well documented [7–9] but the mechanisms have not been well studied. Transcriptome analysis of conceptus cells recovered 15 days after AI from cows that were previously cyclic vs. non-cyclic indicated lesser cellular stress and less apoptosis and autophagy [10]. Results from the current study also implicate mechanisms involving down-regulation of inflammation and up-regulation of epithelial cell growth in the week 9 endometrium of the CycW5 cows compared with the NoCycW5 cows.

The current study extends to week 9 postpartum the period when bacteria have been previously reported in the bovine uterus [2–4, 13]. These results indicate that the bovine uterus is not sterile at the time of first insemination. The endometrium was biopsied on day 13 of the estrous cycle because it represents a critical time point for embryo development in cattle, coinciding with the initiation of conceptus elongation and the secretion of IFNT for maternal recognition of pregnancy [41]. The WK9_PC1 microbiota was associated with 25 endometrial DEG (Fig. 6). Although the WK9_PC2 microbiota explained less of the biological variation in the microbiota, there were a greater number of endometrial DEG associated with the WK9_PC2 microbiota (*n* = 179). The IPA indicated increased tumor growth and decreased angiogenesis and synthesis of terpenoids (also known as isoprenoids) in response to WK9_PC2 microbiota (Table 3, Fig. 8). Isoprenoids are derived from the mevalonate pathway that leads to cholesterol synthesis. It is possible that reduced isoprenoid synthesis represents a host-associated mechanism to inhibit bacterial growth [42] or also an effect of the microbiota on the endometrium [43, 44]. Treatment with isoprenoids (farnesyl pyrophosphate and geranylgeranyl pyrophosphate) and inhibition of the mevalonate pathway (i.e., likely increasing isoprenoid concentrations) is known to increase endometrial stromal cell tolerance to bacterial pyolysin [43, 44]. Endometrial cAMP-mediated signaling was also decreased in response to WK9_PC2 microbiota (Table 2; Fig. 8) implicating a role for bacteria-derived molecules that bind to G-protein coupled receptors to trigger such endocrine responses, as described by Cohen et al. (2017) [37] in the human gut.

## Conclusions

The current study describes changes in the endometrial microbiota and transcriptome from week 1 to 9 postpartum in cows that were either cycling (CycW5) or not cycling (NoCycW5) at week 5 postpartum. The relationship between the uterine microbiota and endometrial transcriptome was explored. There were associations between uterine microbiota at week 1 and cyclicity at week 5. Bacterial species in the uterus early postpartum, therefore, may control the timing of first ovulation perhaps through systemic effects of products arising from uterine bacteria. Cyclicity status on week 5 affected endometrial gene expression at week 9 when all cows were cycling and on day 13 of the cycle. The capacity of the microbiota to affect cyclicity at week 5, therefore, may have implications for the functionality of the uterus later postpartum at week 9 when cows are inseminated. There was evidence for concurrent, short-term and longer-term associations between the endometrial microbiota and transcriptome (Fig. 8). The week 1 microbiota had the largest effect on the subsequent endometrial transcriptome and this effect diminished over time (wk 5 to wk. 9). Transcription factors represented one of the major classes of genes affected by the microbiota were discovered. Changes in transcription factor expression in response to the microbiota, therefore, may explain the transcriptome profile observed within endometrium. The uterine microbiota at week 1 was associated with an inflammatory response within the uterus at week 9 that included bacterial products, interleukins, TNF and toll-like receptors as upstream regulators. The association between the week 1 microbiota and the week 9 transcriptome differed from the association between the week 9 microbiota and the week 9 transcriptome (concurrent association). The cumulative effect of the microbiota on endometrial function at the time of breeding, therefore, represents the combined effects of past microbial exposure that may permanently imprint the transcriptome of cells and current microbial exposure that affects endometrial function in real time. The current study represents a preamble to future work where causation and mechanism will be investigated.

## Methods

### Animal management and sample collection

An overview of the experimental design and data analysis is provided in Fig. 9. Thirty-five first lactation dairy cows of Holstein x Jersey admixture that calved during February 2016 on the University of Missouri Foremost Dairy Farm were enrolled. Cows calved in a dry lot barn and were managed in a freestall barn for the remainder of lactation. A total-mixed ration consisting of maize silage, soybean hulls, alfalfa hay, maize grain, and brewer’s grains was fed once daily and cows were milked twice daily at 12 h intervals. Milk yield was recorded at each milking using electronic milk meters (GEA United States, Columbia, MD). Milk composition (fat, protein, and somatic cell count) was determined monthly by flow cytometry and Fourier transformed infrared spectroscopy (Milkoscan/Fossomatic; Foss North America, Eden Prairie, MN) at Mid-South Dairy Records, Springfield, MO. Body weight, body condition score, rectal temperature, and vaginal mucus score were recorded and blood samples were collected immediately after the morning milking at 1 (7 ± 1 d), 2 (14 ± 1 d), 3 (21 ± 1 d), 4 (28 ± 1 d), 5 (35 ± 1 d), 6 (42 ± 1 d), 7 (49 ± 1 d), 8 (56 ± 1 d), and 9 (63 ± 1 d) weeks postpartum. Body condition score was assessed using the 1 to 5 scale in 0.25 increments [45]. For vaginal mucus scoring, the vulva and perineal area were sanitized with antimicrobial solution (2% chlorhexidine gluconate; VetOne, ID) and vaginal discharge was collected with a metricheck device (Simcro, Hamilton, New Zealand). Each vaginal discharge sample was scored as previously described [46]: 0 = clear and translucent mucus; 1 = mucus containing flecks of white or off-white pus; 2 = < 50% white or off-white mucopurulent material; or 3 = ≥50% white or off-white mucopurulent material. Diseased individuals were not specifically targeted in the present study and none of the animals were diagnosed with uterine disease based on rectal temperature or the presence of fetid uterine discharge. Blood samples were collected via coccygeal venipuncture into a Monoject tube containing EDTA (K3; Covidien, Minneapolis, MN) and placed on ice until centrifugation at 1500×g for 15 min at 4 °C; the plasma was then aspirated and stored at − 20 °C.

**Fig. 9:**
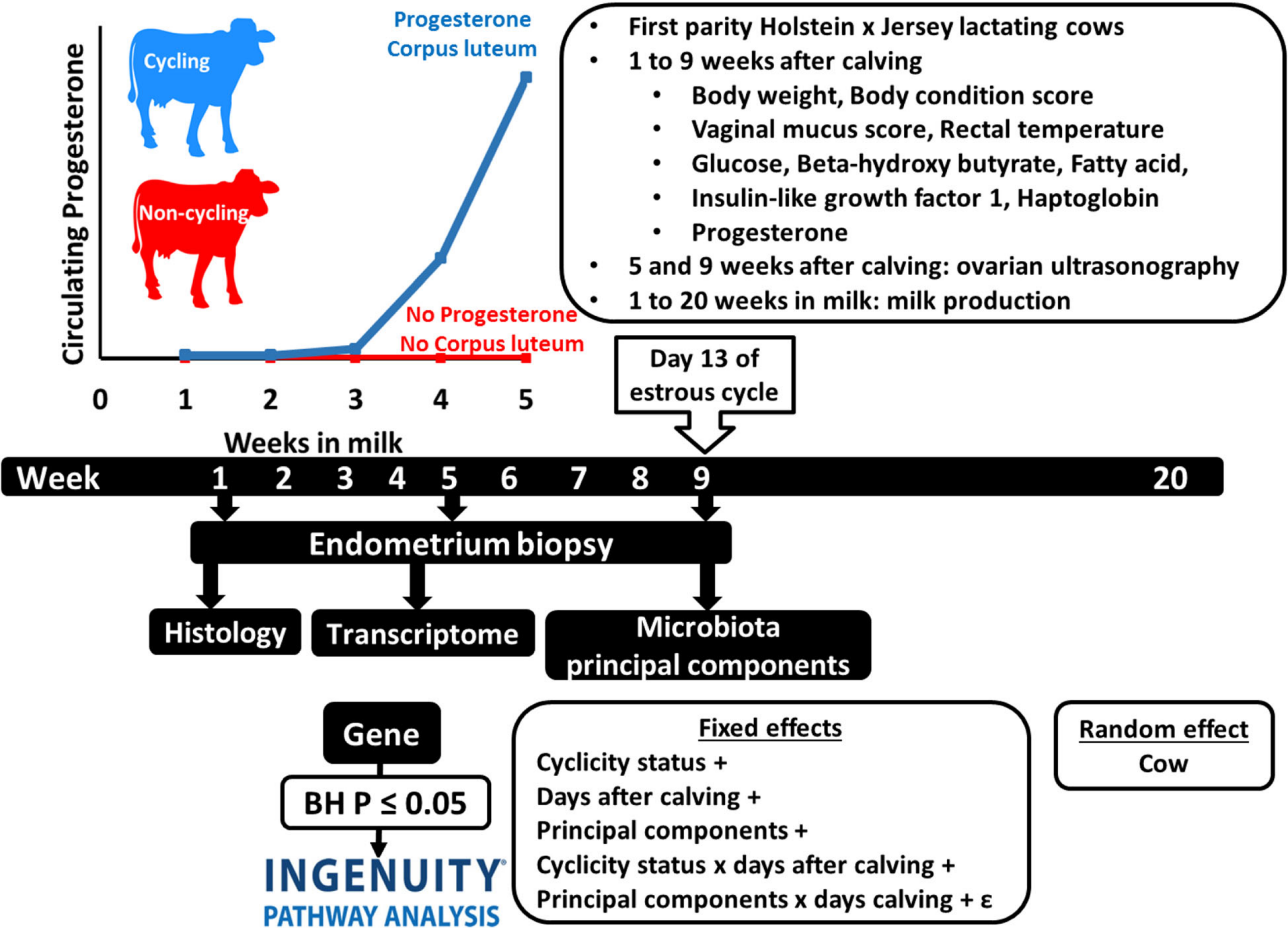
Overview of the experimental design and data analysis

Beginning at 40 d postpartum, each cow was enrolled on an ovulation synchronization protocol so that 9 weeks postpartum coincided with day 13 of the estrous cycle. Each cow was administered a 100 μg i.m. injection of gonadorelin hydrochloride (GnRH; Factrel; Zoetis, New York, NY) and a controlled internal drug release (CIDR) insert containing 1.38 g of progesterone (P4; Eazi-Breed CIDR Cattle Insert; Zoetis). The CIDR insert was removed at 47 d postpartum and an i.m. injection of PGF_2α_ containing 25 mg of dinoprost tromethamine (Lutalyse; Zoetis) was administered. Each cow was administered a second i.m. injection of GnRH 56 h later.

Three samples of endometrium were collected from each cow on each day of sampling during 1, 5, and 9 weeks postpartum. At 1 week postpartum, a double-guarded plastic sheath was guided transcervically to the previously gravid uterine horn and endometrium was biopsied with a Wolf 8384.12 biopsy tool (Richard Wolf GmbH, Knittlingen, Germany). As the cervix was not dilated at 5 and 9 weeks postpartum, a standard stainless steel artificial insemination (AI) pipette fitted with a plastic AI sheath and a plastic coverall was guided transcervically to the uterine horn. Endometrial biopsies were collected ipsilateral to the CL when present and ipsilateral to the largest follicle when a CL was absent using a Wolf 8380.011 biopsy tool. On each day of sampling, the first and second biopsies were placed immediately in sterile tubes, snap-frozen in liquid nitrogen, and stored at − 80 °C until DNA and RNA extraction. The third biopsy was immediately fixed in 10% buffered formalin until histological analysis. Biopsy tools were cleaned, washed in antimicrobial solution (1:10 2% chlorhexidine gluconate), and rinsed with sterile filtered PBS before each biopsy.

After completion of the study, cows continued their lactation and were managed using standard operating procedures for the University of Missouri dairy farm.

### 16S rRNA gene sequencing and data processing

A manual precipitation protocol was used for DNA extraction [47]. Library construction and sequencing were performed by the University of Missouri DNA Core. A Qubit dsDNA BR Assay (Life Technologies, Carlsbad, CA) was used to determine DNA concentration. Samples were normalized to 3.51 ng/μL DNA for PCR amplification. The V4 hypervariable region of the 16S rRNA gene was amplified using single-indexed universal primers (U515F/806R) with standard adapter sequences (Illumina Inc., San Diego, CA). The PCR program for amplification was: 98 °C (3:00) + [98 °C (0:15) + 50 °C (0:30) + 72 °C (0:30)] × 25 cycles + 72 °C (7:00; min:s). The V4 region of the 16S rRNA gene was selected for library generation because this region yields optimal community clustering [48]. The Illumina MiSeq platform (V2 chemistry with 2 × 250-bp paired-end reads) was used to sequence pooled amplicons [49]. The University of Missouri Informatics Research Core Facility binned, assembled, and annotated the DNA sequences. The FLASH software [50] was used for assembly. Sequences were trimmed, a minimum base quality of 31 was applied, and short sequences were removed. The de novo and reference-based chimera detection and removal was performed by using the Qiime v1.8 software [51]. The contiguous sequences were then assigned to operational taxonomic units (OTU). A minimum of 97% nucleotide identity was required for the de novo OTU clustering. The BLAST program [52] and SILVA SSURef database release 128 [53] was used for taxonomy assignment. The Qiime program also generated a table with the relative abundance of each OTU in each sample for comparative analysis.

### mRNA sequencing and data processing

Total RNA was extracted from endometrium using a Trizol-based method [54]. 260:280-nm absorbance ratios ranged from 1.91 to 2.03 (as determined by NanoDrop ND-1000 spectrophotometer; NanoDrop Technologies LLC). Each library was quantified by fluorimetery (Qubit quant-iT HS dsDNA reagent kit, Invitrogen). RNA quality numbers ranged from 6.8 to 9.2, and 28S:18S ratios ranged from 0.6 to 1.7 (as determined by the Fragment Analyzer instrument; Advanced Analytical Technologies, Inc). Fifty samples (26 at week 5 and 24 at week 9) were submitted for RNA library preparation using Illumina’s TruSeq mRNA stranded sample preparation kit at the University of Missouri DNA Core Facility. The libraries were sequenced using an Illumina NextSeq 500 sequencer to generate > 45 million 75-bp single-end reads per sample. The raw sequences (FASTQ) were subjected to FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/) tool for checking sequence quality. The adapter sequences were removed by cutadapt [55]. The program fqtrim (https://ccb.jhu.edu/software/fqtrim/) was used to perform quality trimming (phred score > 30) by a sliding window scan (6 nucleotides), and remove reads shorter than 20 bp. Reads obtained from the quality control step were mapped to the bovine reference genome (UMD3.1) by using Hisat2 aligner [56]. The Ensembl gene annotation along with the alignment files were used in FeatureCounts tool [57] to quantify reads that mapped to each gene by using the sequences alignment files of each sample.

### Histological analysis of endometrium samples

Fixed endometrium was processed and sections were stained with hematoxylin–eosin at the Univeristy of Missouri Veterinary Medicine Diagnostic Laboratory. A Leica DM 4000B microscope (Buffalo Grove, IL) fit with a Leica DFC 450C camera was used to measure the diameter of individual lymphocytic foci (400X magnification). The diameter ranges used to classify the individual lymphocytic foci were: small (< 100 μm diameter), intermediate (100–250 μm diameter), and large (> 250 μm diameter). Inflammation was scored in the epithelium, superficial stroma, and deep stroma. The number of inflammatory cells (primarily neutrophils, macrophages and lymphocytes) was counted in ten random fields. Statistical analyses were based on the average number of inflammatory cells in epithelium, superficial stroma, and deep stroma.

### Blood metabolite and hormone analysis

Circulating glucose concentrations were determined enzymatically by the glucose oxidase method (Pointe Scientific Inc., Canton, MI) and circulating fatty acids concentrations were determined using a NEFA C kit (Wako Diagnostics, Richmond, VA) [58]. Circulating beta hydroxybutyrate was determined enzymatically using nicotinamide adenine dinucleotide (Sigma-Aldrich, St. Louis, MO) and 3-hydroxybutyrate dehydrogenase (Roche Diagnostics Co., Indianapolis, IN) [59]. Circulating insulin-like growth factor 1 (IGF1) [60] and P4 [61] concentrations were analyzed by validated radioimmunoassay. The intra- and inter-assay coefficients of variation were 9.1 and 9.9% for the P4 pools. The intra- and inter-assay coefficients of variation were 10.1 and 7.8% for the IGF1 pools.

### Data handling and statistical analysis

The 35 cows enrolled in the study were characterized as follows (Fig. 9). Week 5 cycling cows (CycW5; *n* = 10; 28.6%) had a CL present and circulating P4 concentrations ≥1.32 ng/mL on week 5. Week 5 non-cycling cows (NoCycW5; *n* = 19; 54.3%) had at least one follicle with a diameter greater than 11 mm present and no CL present on week 5 and circulating P4 concentrations below the detection limit of the assay (0.2 ng/mL) on week 1 to 5. Data from cows (*n* = 4; 11.4%) with circulating P4 concentrations ≥7.5 ng mL^− 1^ on week 4 but circulating P4 concentrations ≤0.5 ng mL^− 1^ on week 5 and either no CL (*n* = 2) or a CL with a large lacuna (n = 2) on week 5 were not included in the analysis because they were cycling but their uterus was not under P4 influence at the time of endometrial biopsy. Two cows (5.7%) with serious health complications unrelated to the study required euthanization. To be included in the statistical analysis, each cow needed microbiota data for week 1, 5, and 9, and transcriptome data for week 5 and 9. Of the 29 eligible cows, 14 did not meet these criteria due to the inability to perform a biopsy procedure or the unavailability of RNA of sufficient quality or quantity for sequencing. Fifteen cows (*n* = 7 CycW5 and *n* = 8 NoCycW5) with a complete set of microbiota data (week 1, 5, and 9) and transcriptome data (week 5 and 9) were retained for analysis. Power analysis calculated that with 15 cows, a gene-specific mean and dispersion and allowing different fold changes for each gene, there was 78% power to detect effects at an FDR of 4% [62].

Operational taxonomic units with an average relative abundance less than 1% on each week of sampling (1, 5, 9, and) were removed from the microbiota dataset prior to statistical analysis. Permutational multivariate ANOVA (PERMANOVA) of 1/4-root-transformed relative abundance microbiota data were implemented in PAST version 3.14 [63] to test for effects of week (1, 5, 9, and) and week 5 status (CycW5, NoCycW5) on microbial composition, using the Bray-Curtis similarity index, a measure of compositional similarity of the microbiota based on OTU abundance. Using PAST, principal components (PC) were generated from the week 1, 5, and 9 OTU data together and separately. Principal component analysis is a multivariate data analysis approach very suitable for studying bacterial communities. Its central aim is to reduce the dimensionality (the number of OTU) of the dataset while accounting for as much of the original variation as possible in the dataset. This aim is achieved by transforming to a new set of variables, the PC, that are linear combinations of the original variables (OTU), which are uncorrelated and are ordered so that the first few PC account for most of the variation in all the OTU [64]. In this manner, the OTU within each individual cow can be expressed as a series of PC (PC1, PC2, etc.) which are continuous numeric values (from negative to positive) which represent the overall composition of their microbiota and can be used in statistical analyses. Importantly the PC are orthogonal; meaning that they are independent and explain different sources of variation within the endometrial microbiota.

Transcriptome data were analyzed within the R statistical programming language (version 3.4.1) [65]. Counts per million for each transcript were calculated using the ‘DGElist’ function of the Bioconductor software package edgeR [66] and differential expression analysis was performed using the Bioconductor software package limma [67]. Preliminary model testing fitted each microbiota PC separately with week 5 ovarian cyclicity status to identify the important variables associated with differential gene expression. The final model for statistical analysis included the fixed effects of week 5 ovarian cyclicity status (CycW5 or NoCycW5), week (5 or 9), microbiota PC (WK1_PC1, WK1_PC2, WK5_PC1, WK5_PC2, WK9_PC1, WK9_PC2), and the interactions of week 5 ovarian cyclicity status x week postpartum and microbiota PC x week. Cow was included in the model as a random effect. The limma package applied empirical Bayes methods to compute moderated t-tests. Transcripts were deemed differentially expressed at *P ≤* 0.05 after adjustment for multiple testing using the Benjamini and Hochberg (BH) method.

Ingenuity Pathway Analysis (IPA; Qiagen, Redwood City, CA, www.qiagen.com/ingenuity) was used for the analysis of differentially expressed genes (DEG) derived from individual datasets. Transcripts were mapped to a single gene to create a new dataset for analysis that was subjected to Core analysis using the Ingenuity Knowledge Base. A ZS is a prediction of inhibition (< 0) or activation (> 0). Enriched canonical pathways that included metabolic and cell signaling pathways, upstream regulators, and biological functions were identified (*P* ≤ 0.01 and ZS ≥ |2|).

Regulatory effects analysis within IPA was used to identify the relationships between upstream regulators and biological functions. The default setting was used in the analysis meaning that upstream regulators were limited to genes, RNA, and proteins. There was no limit placed on the size of the network. The “consistency score” is a measure of the consistency and density of the network. A positive consistency score indicated a relevant regulator effects network.

A univariate mixed model analysis was performed in SAS 9.4 using PROC MIXED [68]. Data were assessed for normality and transformed if necessary. Energy-corrected milk production was calculated as 0.25 × milk yield (kg) + 12.2 × fat content (kg) + 7.7 × protein content (kg). Preliminary statistical analysis tested the effect of week 5 status (CycW5, NoCycW5) on microbiota PC 1 and 2 on week 1, 5, and 9, separately, and indicated these variables were not associated with each other. The number of 16S rRNA sequence reads, histology data, milk production, vaginal mucus score, rectal temperature, metabolic and reproductive hormones and metabolites were analyzed in a repeated measures analysis within an autoregressive covariance (AR1) structure. Week 5 status (CycW5, NoCycW5), week (1 to 20), microbiota PC (WK1_PC1, WK1_PC2, WK5_PC1, WK5_PC2, WK9_PC1, WK9_PC2), and the interaction of week 5 status x week postpartum were fitted as fixed effects with cow nested within week 5 status as a random effect. Effects were deemed significant if *P ≤* 0.05 after applying the Tukey adjustment to correct for multiple comparisons. Contrasts were written to compare variables of interest between week 1, 5, and 9 and between CycW5 and NoCycW5 cows. Solutions were requested to identify the parameter estimates for the effect of the microbiota PC. In a separate analysis, Wilcoxon tests were performed to test the effect on week 5 status on the relative abundance of OTU using PROC NPAR1WAY.

## Additional files

Additional file 1: **Table S1.** Relative abundance of operational taxonomic units in endometrium of postpartum dairy cows. **Table S2.** Endometrial genes differentially expressed at week 5 postpartum between cycling and non-cycling dairy cows. **Table S3.** Endometrial genes differentially expressed in dairy cows at week 5 postpartum in response to WK1_PC1 microbiota principal component. **Table S4.** Endometrial genes diffentially expressed in dairy cows at week 5 postpartum in response to WK1_PC2 microbiota principal component. **Table S5.** Endometrial genes differentially expressed in dairy cows at week 5 postpartum in response to WK5_PC1 microbiota principal component. **Table S6.** Endometrial genes differentially expressed in dairy cows at week 5 postpartum in response to WK5_PC2 microbiota principal component. **Table S7.** Endometrial genes differentially expressed between weeks 5 to 9 postpartum in dairy cows not-cycling at week 5 and cycling at week 9 (day 13 of the estrous cycle)**. Table S8.** Endometrial genes differentially expressed between weeks 5 to 9 postpartum in dairy cows cycling at week 5 and 9 (day 13 of the estrous cycle)**.Table_S9.** Endometrial genes differentially expressed at week 9 postpartum (day 13 of the estrous cycle) between dairy cows cycling and not-cycling at week 5 postpartum. **Table S10.** Endometrial genes differentially expresed in dairy cows at week 9 postpartum (day 13 of the estrous cycle) in response to WK1_PC2 microbiota principal component. **Table S11.** Endometrial genes differentially expressed in dairy cows at week 9 postpartum in response to WK9_PC2 microbiota principal component. **Table S12.** Endometrial genes differentially expressed in dairy cows at week 9 postpartum (day 13 of the estrous cycle) in response to WK1_PC1 microbiota principal component. **Table S13.** Endometrial genes differentially expressed in dairy cows at week 9 postpartum (day 13 of the estrous cycle) in response to WK5_PC1 microbiota principal component. **Table S14.** Endometrial genes differentially expressed in dairy cows at week 9 postpartum (day 13 of the estrous cycle) in response to WK5_PC2 microbiota principal component. **Table S15.** Endometrial genes differentially expressed in dairy cows at week 9 postpartum (day 13 of the estrous cycle) in response to WK9_PC1 microbiota principal component.

Additional file 2: **Figure S1.** Linear regression of 39 endometrial genes differentially expressed in lactating dairy cows between week 5 and week 9 postpartum in cows that were either cycling or non-cycling by week 5. **Figure S2.** Linear regression of 21 endometrial genes differentially expressed at week 5 and week 9 postpartum between lactating dairy cows that were either cycling or non-cycling at week 5. **Figure S3.** Linear regression of 27 endometrial genes differentially expressed in lactating dairy cows at week 5 and 9 postpartum in response to the endometrial microbiota at week 1 (WK1_PC1).

## Abbreviations

AI: artificial insemination
CIDR: controlled internal drug release
CycW5: cows that resumed ovarian cyclicity by week 5 postpartum
DEG: differentially expressed gene
IGF1: insulin-like growth factor 1
IPA: Ingenuity Pathway Analysis
NoCycWk5: cows that resumed ovarian cyclicity by week 5 postpartum
OTU: operational taxonomic unit
P4: progesterone
PCA: principal component analysis
PGF_2α_: prostaglandin F_2α_
WK1_PC1: first principal component of week 1 endometrial microbiota
WK1_PC2: second principal component of week 1 endometrial microbiota
WK5_PC1: first principal component of week 5 endometrial microbiota
WK5_PC2: second principal component of week 5 endometrial microbiota
WK9_PC1: first principal component of week 9 endometrial microbiota
WK9_PC2: second principal component of week 9 endometrial microbiota
ZS: z-score

How the deposited data were processed for this re-analysis (not part of the article)

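RNA was measured in endometrial biopsies of lactating dairy cows at week 5 and week 9 postpartum. The authors sequenced stranded mRNA libraries as single-end reads, trimmed them, aligned them to the UMD3.1 cattle assembly with Hisat2 and counted them on Ensembl genes with FeatureCounts. The deposited table holds these counts, without normalization, for 18830 genes in 50 libraries. All values are whole numbers of reads counted on genes. The labels give the cyclicity group and the week of each library: CycW5 (10 libraries at week 5 and 10 at week 9), NoCycW5 (12 and 11), and CycNoP4 (4 and 3), the cows that were cycling without P4 influence at week 5. The total per library was 21592867 to 32813237, with a median of 28126022.5 over the 50 libraries, and the 10 most counted genes took 4.95 to 13.41% of it.

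Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts of the CycW5 and NoCycW5 groups at both weeks were normalized by TMM, filtered with edgeR's filterByExpr and fitted as 4 group means with robust quasi-likelihood dispersions. The contrasts were CycW5 against NoCycW5 at each week, week 9 against week 5 in each group, and the difference between the changes of the groups. CycNoP4 libraries were compared with both other groups in a fit of the week 5 libraries. Genes with a BH adjusted P of 0.05 or less were called. CPM values were TMM-normalized, and log2 CPM for library positions used a prior count of 2. Standard errors of log2 fold changes came from the fitted model.

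The alternatives chosen before the data were examined were DESeq2's size factors, DESeq2's Wald test, limma-voom without and with library quality weights, no filter, a stricter filter (at least 1 CPM in at least 10 libraries), CycNoP4 libraries counted as CycW5, a fit of only the compared groups, 20 random draws of 7 CycW5 and 8 NoCycW5 libraries per week, and leaving out each compared library in turn. The random draws do not recover the cows of the paper. Each comparison was also repeated for 100 splits of its libraries, the real one included.

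The genes to be named were set by a rule: every gene the text of the paper names for a cyclicity or week comparison, the 3 genes higher and the 3 genes lower with the smallest BH P among the called genes with a symbol in each comparison, the gene with opposite signs in Figure S1, genes of Table S10 by library, and PGR, ESR1 and OXTR. A gene that the rule names is not reported here. The values in the paper's tables had been seen when the rule was written. Symbols were paired with Ensembl identifiers through Tables S2 to S10, which list 2729 genes, 2321 of them with a symbol. CDIP1, MYMR9 and PGR have no identifier there. Lists of genes from the paper's tables were compared in direction, and called both over all genes and adjusted over the list alone.

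The tests were tested on simulated data: negative binomial counts with the means, dispersions and totals of these libraries, in which 200 genes were changed. Each of these was changed at least 2-fold and genes were drawn independently, so the recovery of smaller changes is not known. For the contrasts in the order given above, edgeR recovered 83%, 80.5%, 87%, 78.5% and 69% of the changed genes with 12, 8, 6, 6 and 6 false calls, and for CycNoP4 against NoCycW5 and against CycW5 cows it recovered 75.5% and 68.5% with 6 and 4 false calls. Repeated libraries were checked over 1225 pairs.

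Several analyses were left out. The microbiota PC and the cow could not be fitted, because the libraries are not linked to cows or to the cows of Table S1. Pathway analysis was not run. A gene set test of ribosomal protein genes was not run, because the symbols come only from genes that the study had called. Bias by gene length or GC content was not analysed here. Batches are not given in the labels and were not fitted.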

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

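The 3 tests on library 57 were chosen only after the result was seen. Of 168 sets of values of 4 to 10 libraries examined for a single library far from the others (Dixon's ratio of the gap to the range), 18 passed the 95% limit, where chance alone gives about 5%. The genes are correlated, so these are not 18 separate events. The NoCycW5 groups, with 12 and 11 libraries, and the CycNoP4 group of week 9, with 3, were outside this size range and were not examined. The absence of their libraries from the list therefore says nothing about them.

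Library 57 of the CycW5 cows at week 5 was the lowest of its group, with a gap, for ENPP4 (ratio 0.571), SLC30A5 (0.568), SLC19A2 (0.717), HPGD (0.656), ANKRD33B (0.548), ENPP3 (0.544), DYDC1 (0.655) and AGTPBP1 (0.701). Its position on the axis from the NoCycW5 mean (0) to the CycW5 mean (1) was 0.089. Its total of 28241627 counts lay within the range of the other CycW5 libraries of week 5, which argues against depth. An exchange with a NoCycW5 library of week 5 would need a partner on the CycW5 side, and the highest NoCycW5 library was at 0.431, which argues against such an exchange. OXTR was 150.8 CPM in library 57, against 5.199 to 50.41 CPM in the other CycW5 libraries and 80.34 to 221.5 CPM in the NoCycW5 libraries of week 5, as a single wrong label would give. Other genes went the other way, as library 57 lay on the CycW5 side of every NoCycW5 library of week 5 for FXYD6 (62.81 CPM, lowest NoCycW5 library 66.87), SFRP2 (128.6, lowest 165.1) and FDFT1 (93.27, highest 92.21), so a wrong label stays open too. A cow under less P4 influence at biopsy may show the same values, and this stays open as untested because P4 is not given for the libraries.

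Other single libraries far from their group were library 52 for TOX in the CycW5 cows at week 5 (lowest, 0.521), library 87 of the CycW5 cows at week 9 for SFRP2 (highest, 0.549), HPGD (lowest, 0.692), MCOLN3 (lowest, 0.497) and the share of the 10 most counted genes (highest, 0.65), library 89 for CTTN (lowest, 0.515), and library 72 for ACSL3 (highest, 0.502) and ACSL4 (highest, 0.604), all at week 9. In the CycNoP4 cows at week 5, library 64 was lowest for SLC30A6 (0.875) and library 51 highest for TNFRSF1A (0.901). No biological explanation was tested for these libraries.

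The change from week 5 to week 9 differed between NoCycW5 and CycW5 cows for 1210 genes by a test of the difference itself. None of the other splits of the libraries among 100 gave as many (1 of 100, the real one included; the highest other count was 36), so chance can be excluded. With every library thinned to 21592867 counts the number was 1175, which argues against depth as the whole cause, and without the 50 most counted genes, which hold 15.3% of the counts, it was 1209. The lowest number with 1 library left out was 795 (CycW5 library 87 of week 9), so no single library accounts for it. A biological difference between groups in cyclicity status is a candidate explanation, found and tested on the same libraries. Batches, gene length, GC content and reads shared between gene copies were not tested.

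The CycNoP4 libraries of week 5, which the paper did not analyse, differed from the NoCycW5 libraries for 2319 of 15738 genes (1396 higher, 923 lower) and from the CycW5 libraries for 2786 genes (1369 higher, 1417 lower) with edgeR. Higher than in the NoCycW5 cows were SERPINA1 (ENSBTAG00000018843; 12.5 ± 12.1 against 0.0684 ± 0.0884 CPM, log2 fold change 7.42, BH P = 0.00045), PLS1 (ENSBTAG00000023429; 105 ± 28.6 against 34.8 ± 9.69 CPM, log2 fold change 1.60, BH P = 0.00108) and FAM213A (ENSBTAG00000021416; 709.9 ± 467 against 117 ± 48.5 CPM, log2 fold change 2.61, BH P = 0.00175). Lower were RND2 (ENSBTAG00000007393; 2.85 ± 1.12 against 7.5 ± 1.67 CPM, log2 fold change -1.39, BH P = 0.00242), TOX (ENSBTAG00000004954; 7.36 ± 2.43 against 19 ± 4.96 CPM, log2 fold change -1.36, BH P = 0.00343) and RASA3 (ENSBTAG00000019967; 96.5 ± 27.4 against 169 ± 28.5 CPM, log2 fold change -0.80, BH P = 0.0109), the last not significant without CycNoP4 library 51 or 56 (edgeR BH P of up to 0.0952). Against the CycW5 cows, the values with edgeR were higher for MAN1A1 (ENSBTAG00000024381; 91 ± 11.5 against 37.6 ± 11.6 CPM, log2 fold change 1.27, BH P = 0.000224), RAB20 (ENSBTAG00000031962; 8.48 ± 6.35 against 1.98 ± 0.759 CPM, log2 fold change 2.10, BH P = 0.000264) and BMP7 (ENSBTAG00000015362; 11.3 ± 2.48 against 2.33 ± 1.33 CPM, log2 fold change 2.27, BH P = 0.000317), and lower for OSR1 (ENSBTAG00000008113; 7.73 ± 1.3 against 81 ± 34.8 CPM, log2 fold change -3.40, BH P = 6.86e-05), RND2 (log2 fold change -2.03, BH P = 6.86e-05) and AGTPBP1 (ENSBTAG00000001257; 29.4 ± 5.38 against 107 ± 30.4 CPM, log2 fold change -1.88, BH P = 8.87e-05). Means are given ± SD over 4 CycNoP4, 12 NoCycW5 and 10 CycW5 libraries.

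For CycNoP4 against NoCycW5 cows, 2 of 100 splits, the real one included, gave as many DEG, and for CycNoP4 against CycW5 cows 1 of 100 did, the highest other counts being 3956 and 1929. Against the CycW5 cows the share was under 0.05 and no other split gave as many. The number without CycNoP4 library 51, 56 or 58, given below, was however under the 1929 of another split. Against the NoCycW5 cows the share was also under 0.05, but another split gave more DEG than the real one. Chance is excluded only weakly in both comparisons. Thinned to equal totals, the numbers were 2277 and 2792, and without the 50 most counted genes 2320 and 2791, which argues against depth and against a few abundant genes as the whole cause. The number against the NoCycW5 cows was 132 without CycNoP4 library 51, 369 without 56, 1212 without 58, 4981 without 64 and 3494 without NoCycW5 library 68. A single mislabelled CycNoP4 library therefore stays open as a cause of much of that count. The number fell without 51, 56 or 58, however, and 1 wrong label alone would lower it only without that library. Losing 1 of 4 libraries also lowers the power, although the number rose without 64, and these were not told apart. Against the CycW5 cows the number was 1451 without library 51, 1595 without 56, 1793 without 58 and 4364 without 64, so no single library accounts for all of it. The absence of P4 at biopsy in cycling cows is a biological difference that the design names, and it stays open with the wrong label for the comparison with NoCycW5 cows.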

How the results depend on the processing

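The position over the genes of Table S2 with the median in place of the mean was chosen only after the result was seen; the other alternatives were set earlier. No paired analysis was possible because the labels carry no link from libraries to cows. The order of the columns in the count table, in which libraries of week 5 and week 9 of the same status often stand side by side, was not used to pair them. The comparisons between the weeks, with 7 DEG in the CycW5 cows, and the 1210 DEG of the difference therefore rest on an unpaired model, and a fit with cows as blocks was not run. The gene set test of ribosomal protein genes (camera) and its alternatives (fry, an estimated correlation between genes, and the other normalization, filters and libraries) were not run.

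Between CycW5 and NoCycW5 cows at week 5, the number of DEG (4119) stayed within 1.5 times under all alternatives except the random draws of 7 and 8 libraries (2214), which have fewer libraries. Leaving out single libraries gave 3344 to 4959. More of these DEG were higher than lower in the CycW5 cows, with medians of 1501.5 and 724.5 in the draws, except with quality weights (2886 higher, 3158 lower). In the NoCycW5 cows between the weeks (5533) only limma-voom with quality weights went beyond (8562), and single libraries gave 4928 to 5974. At week 9 (1) the number was 12 with DESeq2, 5 with CycNoP4 libraries counted as CycW5, and 0 with limma-voom, with quality weights, without a filter, with the stricter filter, with the 2 groups alone and as the median of the draws; single libraries gave 0 to 5. It was 5 without CycW5 library 92, 3 without 72, 81, 83, 89 or 96, 2 without 98, and 0 otherwise. In the CycW5 cows between the weeks (7) it was 237 with DESeq2, 3181 with quality weights, 497 with CycNoP4 counted as CycW5, and 0 with DESeq2's size factors, limma-voom, no filter, the stricter filter, the 2 groups alone and as the median of the draws; single libraries gave 0 to 383. Of 100 splits of the libraries, 17 at week 9 and 14 in the CycW5 cows gave as many DEG, so chance is not excluded there, while for week 5 and for the NoCycW5 cows 1 of 100 did, the real one, so it is excluded.

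For the difference between the changes (1210), the number was 1832 with DESeq2, 621 with limma-voom, 3161 with quality weights, 597 with CycNoP4 counted as CycW5 and 248 as the median of the draws, with 795 to 2130 over single libraries. CycNoP4 against NoCycW5 cows (2319) gave 3718 with quality weights and 904 with the 2 groups alone (132 to 4981 over single libraries), and against CycW5 cows (2786) 1771 with the 2 groups alone (1451 to 4364). The causes were not tested, except that draws and omitted libraries hold fewer libraries. Genes shared between the weeks' changes (2) were 96 with DESeq2 and 0 with limma-voom, no filter, the stricter filter and DESeq2's size factors; genes shared between the status comparisons (1) were 4 with DESeq2 and 0 with limma-voom, no filter and the stricter filter. The share of Table S8 genes in the direction of the table (98.44%) was 100% with limma-voom and with the stricter filter and 97.24% with DESeq2 and with no filter, and the cause was not tested.

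The CycNoP4 libraries' distance from the NoCycW5 mean position (0.371) was reversed with the mean over the genes of Table S2 (-0.022) but was 0.485 with the median over them. The reversal thus came with the mean and not with the choice of genes. It was 0.289 to 0.478 over single CycNoP4 libraries left out. The distance from the CycW5 mean (-0.503) was -0.584 to -0.395 over single CycNoP4 libraries left out. The exact permutation P was 0.0804 without library 58 and 0.122 without library 64. With the genes of Table S2 the distance was -1.224 by the mean (exact P = 0.00799) and -0.515 by the median (exact P = 0.044). The correlation of the differences at week 5 with the change in NoCycW5 cows (0.731) was 0.861 over genes of Tables S2 or S7. That list was chosen on these libraries.

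Of 577 values of 68 comparisons of named genes under the alternatives, 544 kept direction and side of the threshold, 22 lost significance, 6 gained it and 5 reversed. MACF1 at week 5 (-0.01) was 0.0456 with CycNoP4 counted as CycW5 and 0.0019 with the 2 groups alone (-0.106 to 0.0297 over single libraries). OXTR at week 9 was -0.1049 with limma-voom, -0.0299 with quality weights and -0.2583 with CycNoP4 counted as CycW5 (-0.6425 to 0.625 over single libraries), and OXTR in the CycW5 cows between the weeks was -0.873 to 0.2594. None of the reversed values was significant with the tool used, and the cause was not tested. Thinning every library to 21592867 counts gave 1175 genes with a differing change against 1210, so depth limited that number little, and the named genes were not examined with thinned counts.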

Differences from the paper's values

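No test in this part was chosen only after the result was seen. The number of DEG was 4119 here against the paper's 809 between CycW5 and NoCycW5 cows at week 5, 5533 against the paper's 1489 in NoCycW5 cows between the weeks, and 1 against the paper's 81 at week 9. Of the alternatives set before the data were examined, only a random draw came within 1.5 times of these numbers of the paper, the lowest of 20 draws giving 1052 at week 5 (median 2214). In the CycW5 cows between the weeks it was 7 against the paper's 145. Without CycW5 library 66 (148) or 70 (115) of week 5 the number came within 1.5 times of the paper's, DESeq2 (237), quality weights (3181), CycNoP4 counted as CycW5 (497) and omission of library 72 of week 9 (383) went past it, and the other alternatives did not reach it, with the random draws taken by their median (0), although 2 of the 20 gave at least 145. The libraries here outnumber the paper's 7 and 8 cows, and the models differ.

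By direction, 2359 genes were higher and 1760 lower at week 5 against the paper's 583 and 226, 3009 and 2524 in the NoCycW5 cows against the paper's 946 and 543, 2 and 5 in the CycW5 cows against the paper's 78 and 67, and 1 and 0 at week 9 against the paper's 34 and 47. In the CycW5 cows, 92 were higher and 56 lower without library 66 and 61 and 54 without library 70 of week 5, and 93 were lower with DESeq2, all within 1.5 times of the paper's. No other alternative set before the data were examined was for any of these, with the random draws taken by their median. Genes shared by both week changes were 2 against the paper's 39, and genes shared by both status comparisons 1 against the paper's 21, which none of the alternatives run for them reached within 1.5 times, DESeq2 giving 96 and 4. The paper states more than 45 M reads per sample and the median here was 28.13 M; the first are reads sequenced and the second reads counted on genes, so they are different quantities, and no alternative changes this.

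Of 42 log2 fold changes of named genes compared with the paper's tables, 41 had the same sign, 35 were smaller here, and 12 differed by more than the spread. The spread is the pooled SD of log2 CPM over the single libraries, a wider limit than the standard error of the log2 fold change. COL4A4 at week 5, at 1.35 against the paper's 2.45, was thus within the spread (1.115), although its standard error was 0.43. At week 5, the values here and the paper's were -0.99 and -1.411 for FXYD6, 1.78 and 3.369 for SLC38A1, 0.63 and 1.541 for BCL2, 1.34 and 2.09 for MYO1A, 0.75 and 1.079 for MYOF, 0.37 and 1.24 for ABLIM1, -0.0143 and 0.465 for MACF1, and 1.51 and 3.202 for COL4A3. In the NoCycW5 cows between the weeks, OXTR was -1.67 against the paper's -5.337, with limma-voom (-2.9277) and quality weights (-3.7965) nearer to it. None of the alternatives set before the data were examined, with the random draws taken by their median, brought these values within the spread of the paper's. SLC25A29 was 1.10 against the paper's 1.477, and DESeq2's size factors (1.1034), DESeq2 (1.104), quality weights (1.1668), no filter (1.107), the 2 groups alone (1.1109) and at least 1 fit without a single library (up to 1.169) came within the spread. SLC30A6 was 0.34 against the paper's 0.597, with CycNoP4 counted as CycW5 (0.3875) and at least 1 fit without a single library (up to 0.39) within it. MYOT was 2.96 against the paper's 2.005, with limma-voom (2.855), quality weights (2.7868), CycNoP4 counted as CycW5 (2.5987) and at least 1 fit without a single library (down to 2.683) within it.

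The paper names ABLIM1 and MACF1 among actin genes with greater mRNA abundance in the CycW5 cows; here neither was a DEG (edgeR BH P = 0.141 and 0.941), under no alternative, while CTTN was. The paper's text states that Gammaproteobacteria_B38 had a greater relative abundance in the NoCycW5 cows at weeks 5 and 9, whereas Table S1 gives a mean of 1.911% in the CycW5 and 0.201% in the NoCycW5 cows at week 5 and 2.596% and 0.6998% at week 9.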

Other observations

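The test for labels exchanged between the weeks was chosen only after the result was seen, as was the position over Table S2 genes with the median. Among the 21 week 9 libraries of CycW5 and NoCycW5 cows, 4 had a position under 0.5 on the week 5 axis: CycW5 libraries 87 (0.232) and 89 (0.199) and NoCycW5 libraries 76 (0.065) and 91 (0.075). This depended on the genes and the average: with the median over Table S2 genes, libraries 87 and 89 were at 0.506 and 0.557 and only 76 (0.347) and 91 (0.216) stayed under 0.5, and with the mean over these genes the week 9 libraries were spread from -5.419 to 6.199. Position on the first axis did not follow the total count (Spearman's rho -0.117, permutation P = 0.612 with 100000 permutations; Pearson's r -0.11), which argues against depth. Without the 2 libraries farthest from the median total, rho was 0.079, and within the CycW5 and the NoCycW5 libraries it was 0.188 and -0.436. Without the 50 most counted genes, the highest of the 4 positions was 0.232, which argues against a few abundant genes. An exchange of labels between the weeks would need NoCycW5 libraries of week 5 above 0.5, and there were 0, which argues against an exchange within that group. A single wrong label, or a cow outside the luteal phase at biopsy, was not tested and may remain. No biological explanation was tested.

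OXTR CPM at week 9, by library, was as follows in the CycW5 cows: 72 (111), 81 (4.72), 83 (68.9), 87 (178), 89 (7.46), 92 (5.51), 96 (5.99), 97 (10.8), 98 (2.64), 101 (5.39). In the NoCycW5 cows it was as follows: 74 (3.35), 75 (38.8), 76 (93.7), 80 (81.5), 82 (4.77), 90 (11), 91 (162), 93 (9.1), 95 (4.92), 99 (8), 100 (2.84). Libraries 87, 91 and 76 had both a low position and OXTR of at least 93.7 CPM, library 89 had a low position and 7.46 CPM, and libraries 72 and 80 had high OXTR at positions of 1.37 and 1.211.

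The CycNoP4 libraries of week 5 had a mean position of 0.44 ± 0.256 (SD, n = 4): 0.686 for library 51, 0.598 for 56, 0.36 for 58 and 0.117 for 64. This was 0.371 above the NoCycW5 libraries (exact permutation test over 1820 splits, P = 0.00604) and differed by -0.503 from the CycW5 libraries (1001 splits, P = 0.037). At week 9, the CycNoP4 mean was 1.124 ± 0.172 (SD, n = 3). Of the genes, 900 were called against both groups: 553 were higher than both, 337 lower than both and 10 between them, and 835 of those outside both were not called between CycW5 and NoCycW5 cows. In 20 simulated sets without changes, the largest number called against both was 0. Genes were drawn independently there, whereas other splits of the real libraries gave up to 3956 and 1929 DEG in the 2 comparisons. The simulated 0 therefore does not show what chance gives in these libraries. Both comparisons also share the same 4 CycNoP4 libraries, so any deviation of these places genes outside both groups. The 900 depend on single libraries, since only 132 genes were called against the NoCycW5 cows without CycNoP4 library 51 and 369 without 56, so that no more could be called against both. The summed CPM of the 46 ribosomal protein genes was 32289 ± 2617 in the CycNoP4 cows at week 5 (SD, n = 4) and 24495 ± 949.5 at week 9 (SD, n = 3).

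The differences between CycW5 and NoCycW5 cows at week 5 and the changes of NoCycW5 cows between the weeks had a Pearson correlation across genes of 0.731 (median of 20 random halvings of the NoCycW5 week 5 libraries, 0.668 to 0.78), and of 0.823 when the same libraries entered both. In simulated counts without changes, these were 0.003 and 0.463. Genes are not independent replicates.

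Of the genes of Table S10, which the paper relates to the WK1_PC2 microbiota at week 9, 43 were tested. Their highest week 9 library was 89 for 13 genes, 75 for 12, 83 for 8, 76 and 96 for 3 each, 80 for 2, and 95 and 98 for 1 each. CHI3L1 was 851 CPM in library 89, 91.5 in 75, 75 in 83 and 36.5 in 76. Microbiota PC were not linked to libraries and not used here.

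For the 4 OTU comparisons the paper names, exact permutation tests over the 6435 splits of the 7 CycW5 and 8 NoCycW5 cows of Table S1 gave the following values. Actinobacillus seminis at week 1 had a mean relative abundance of 13.61% in the CycW5 and 29.89% in the NoCycW5 cows (exact P = 0.285 for means, 0.0541 for ranks). Gammaproteobacteria_B38 had 1.911% and 0.201% at week 5 (exact P = 0.00466, 0.00218 for ranks) and 2.596% and 0.6998% at week 9 (exact P = 0.00451, 0.00373 for ranks). Aeromonas at week 9 had 0.6653% and 8.664% (exact P = 0.0202, 0.00124 for ranks). BH adjusted over the 4 comparisons, these exact P were 0.285, 0.00932, 0.00932 and 0.0269 for means. For ranks, the measure nearer to the paper's Wilcoxon tests, they were 0.0541, 0.00436, 0.00497 and 0.00436. The 4 comparisons are those the paper named as different, so this adjustment does not account for the other OTU.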
